# Identifying the temporal electrophysiological and molecular changes that contribute to TSC-associated epileptogenesis

**DOI:** 10.1172/jci.insight.150120

**Published:** 2021-12-08

**Authors:** Linda M.C. Koene, Eva Niggl, Ilse Wallaard, Martina Proietti-Onori, Diana C. Rotaru, Ype Elgersma

**Keywords:** Neuroscience, Epilepsy, Ion channels, Transcription

## Abstract

Tuberous sclerosis complex (TSC), caused by heterozygous mutations in *TSC1* or *TSC2*, frequently results in intractable epilepsy. Here, we made use of an inducible *Tsc1*-knockout mouse model, allowing us to study electrophysiological and molecular changes of *Tsc1*-induced epileptogenesis over time. We recorded from pyramidal neurons in the hippocampus and somatosensory cortex (L2/L3) and combined this with an analysis of transcriptome changes during epileptogenesis. Deletion of *Tsc1* resulted in hippocampus-specific changes in excitability and adaptation, which emerged before seizure onset and progressed over time. All phenotypes were rescued after early treatment with rapamycin, an mTOR inhibitor. Later in epileptogenesis, we observed a hippocampal increase of excitation-to-inhibition ratio. These cellular changes were accompanied by dramatic transcriptional changes, especially after seizure onset. Most of these changes were rescued upon rapamycin treatment. Of the genes encoding ion channels or belonging to the Gene Ontology term action potential, 27 were differentially expressed just before seizure onset, suggesting a potential driving role in epileptogenesis. Our data highlight the complex changes driving epileptogenesis in TSC, including the changed expression of multiple ion channels. Our study emphasizes inhibition of the TSC/mTOR signaling pathway as a promising therapeutic approach to target epilepsy in patients with TSC.

## Introduction

Tuberous sclerosis complex (TSC) is a developmental disorder caused by an autosomal mutation in the *TSC1* or *TSC2* gene, with an estimated incidence of 1 in 6000 (1). Characteristic of the disorder is the development of tumor-like lesions in multiple organs, including the brain (2, 3). Patients with TSC show a variety of neurological problems like autism and epilepsy. Being often medically intractable and occurring early in life, epilepsy drastically lowers the quality of life of patients and their caretakers. Furthermore, the presence of early epilepsy correlates with the severity of autism and intellectual disability (4, 5). Hence, it is conceivable that treatment should start as soon as possible and preferably before seizures are detected to achieve the best outcome in terms of seizure control and neurological symptoms. The mechanism behind the development of epilepsy, a process called epileptogenesis, is currently unknown and needs to be understood to develop more efficient and early administrable pharmacological treatments (6).

The TSC complex is part of the mTOR pathway, where it inhibits the mTOR via inhibition of the small G protein called Ras homolog enriched in brain (RHEB). Loss-of-function mutations in the *TSC1* or *TSC2* gene result in increased levels of mTOR, dysregulating many cellular processes, including cell growth, autophagy, protein translation, and lipid and nucleotide synthesis (7). In neurons, mTOR also regulates ion channel expression and synapse formation as well as synapse function (8–12). How increased levels of mTOR drive these neuronal changes that ultimately lead to epilepsy remains largely unknown (13).

Previous studies used widely different experimental systems (e.g., cultured neurons versus brain slices, embryonic deletion versus induced adult deletion, sparse deletion versus global deletion) to determine how increased mTOR signaling changes neuronal circuits and thus leads to epilepsy (9, 12, 14–18). Although the effects of excessive mTOR signaling have been assessed on very different neuronal networks, a common finding was a change in intrinsic excitability (either hyper- and hypoexcitability) along with synaptic transmission in neurons that lack either *TSC1* or *TSC2*. Dysfunction in both excitability and/or synaptic transmission may underlie epilepsy (9, 10, 14), but the timeline of these changes regarding seizures remains unclear, and hence, to what extent the electrophysiological changes are driving the seizures or are the result of seizures.

To gain more insight into the process of mTOR-dependent epileptogenesis, we used a previously developed, brain-specific inducible *Tsc1* mouse model (*Tsc1*^fl/fl^-*Camk2a*-*Cre^ERT2^*), which shows spontaneous seizures 8 days after conditional deletion of the *Tsc1* gene in adult mice (19). Because seizure onset within this model is highly predictable, it is an ideal model to study mTOR-dependent epileptogenesis and to identify early cellular changes that eventually result in epilepsy.

Within this study, we used a whole-cell patch-clamp to study mTOR-dependent epileptogenesis in the hippocampus and somatosensory cortex (SSCx, L2/L3). In addition, we used RNA-Seq to identify differentially expressed genes throughout epileptogenesis in the hippocampus. This combination offers a unique approach to studying epileptogenesis over time with the potential to reveal the underlying mechanism of mTOR-dependent epileptogenesis. We demonstrate a robust increase of hippocampal excitability and impaired spike adaptation before seizure onset, which was fully rescued upon early and late rapamycin treatment. Furthermore, an increased excitation-to-inhibition ratio was observed in the hippocampus but only late in epileptogenesis. Last, by using RNA-Seq, we revealed significant changes in the expression of specific ion channels over time within the hippocampus, which are possibly driving the observed electrophysiological changes.

## Results

### Tsc1-Cre^+^ hippocampal neurons fire more action potentials with impaired adaptation ratio before seizure onset.

Previously, we showed that upon deletion of *Tsc1* in CAMK2A-positive neurons, mice start to have epilepsy after 10 ± 2 days (ref. 19 and Figure 1A). To gain more insight into the cellular changes, we measured intrinsic cell properties over time using whole-cell patch-clamp in CA1 pyramidal neurons. We started measuring neuronal excitability on day 4 after gene deletion. At this time point, *Tsc1-Cre^+^* neurons behaved similarly to control neurons (Figure 1, B and C). Interestingly, only 2 days later (day 6), a significant increase in the number of action potentials was observed during constant-current injections in *Tsc1-Cre^+^* neurons (2-way repeated measures [RM] ANOVA: *F*_1, 30_ = 7.1; *P* = 0.01; Figure 1, B and D), which became much stronger at 8 days after gene deletion (Figure 1, B and E), a time point when the first mice showed seizures (2-way RM ANOVA: *F*_1, 42_ = 17.3; *P* = 0.0002). Because the number of epileptic seizures increased over time (19), we tested if the excitability of neurons at day 12 further increased compared with day 8. Indeed, the observed increase in the number of action potentials progressed over time, showing even more action potentials on day 12 (2-way RM ANOVA: *F*_1, 40_ = 8.7; *P* = 0.005; Figure 1, B and F).

To get insight into the different classes of ion channels that may contribute to the increased hyperexcitability phenotype, the first action potential was analyzed at rheobase of all data sets that were significantly changed (day 6, day 8, and day 12). This analysis did not reveal significant changes in active or passive membrane properties, except for an increased capacitance and half-width on day 12 (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.150120DS1). Additionally, adaptation ratios were calculated by dividing the time the time (T, in ms) between the first 2 action potentials (T1) by the time between the 2 last action potentials (T2) at the current step, producing 16–18 action potentials (Figure 2A). If neurons show a high adaptation ratio, i.e., a T1/T2 value close to 1, they adapt less and fire more action potentials. A low adaptation ratio, i.e., T1/T2 more toward 0, indicates that neurons adapt more. Since *Tsc1-Cre^+^* neurons fire more action potentials, an increased adaptation ratio is expected, reflecting less adaptation. Indeed, neurons of *Tsc1-Cre^+^* mice showed increased adaptation ratios. This increased adaptation ratio was significant on day 6 and progressed on day 8 and day 12 (day 4: T_33_ = 1.3, *P* = 0.19; day 6: T_31_ = 3.1, *P* = 0.004; day 8: T_44_ = 2.2, *P* = 0.04; day 12: T_43_ = 4.5, *P* < 0.0001; Figure 2B). Taken together, 6 days after *Tsc1* gene deletion, *Tsc1-Cre^+^* CA1 pyramidal neurons start to fire more action potentials and show an increased adaptation ratio, which progresses over time.

### Early and late in vivo rapamycin treatment rescues increased hippocampal excitability and soma size.

Previously we showed that early treatment of *Tsc1-Cre*^+^ mice (day 4) with 5 mg/kg rapamycin prevents seizure development (19). To assess whether the increased amount of action potentials in CA1 pyramidal neurons is mTOR dependent and reversible after epilepsy has started, we measured excitability in 2 rapamycin treatment conditions. The first cohort of mice received rapamycin treatment starting on day 4, before the observed increase in CA1 excitability and epilepsy (*Tsc1-Cre^+^*-Rap 4). We expected that this cohort would not develop seizures and would not show changes in excitability. The second cohort received rapamycin on day 8, a time point at which there was significantly increased excitability and epilepsy started to appear (*Tsc1-Cre^+^*-Rap 8; Figure 3A). Because the excitability phenotype was the strongest on day 12, we performed our measurements at this time point. As expected, neurons of the first cohort of *Tsc1-Cre^+^*-Rap 4 mice showed the same firing pattern as control *Tsc1-Cre*^–^ neurons (Figure 3B). Interestingly, neurons of the second cohort, *Tsc1-Cre^+^*-Rap 8 mice, showed a full rescue as well (Figure 3C). These results indicate that the hyperexcitability observed in *Tsc1-Cre*^+^ mice is mTOR dependent, reversible, and possibly responsible for epileptic seizures.

Similar to other studies (20–23), we previously showed increased soma size at day 12 after *Tsc1* gene deletion (19). To test whether this phenomenon can be rescued by rapamycin treatment, we performed a NeuN staining to label neurons on slices of day 12 *Tsc1-Cre*^–^ and *Tsc1-Cre*^+^, *Tsc1-Cre*^+^-Rap 4, and *Tsc1-Cre^+^*-Rap 8 mice. In line with previous experiments, *Tsc1-Cre*^+^ CA1 pyramidal neurons were significantly larger (Figure 3, D and E) whereas neurons of *Tsc1-Cre^+^*-Rap 4 mice were not different from control *Tsc1-Cre*^–^ neurons. Interestingly, rapamycin treatment on day 8 (*Tsc1-Cre^+^*-Rap 8) did not rescue the soma size, while it did rescue the hyperexcitability, suggesting that these 2 changes are independent from each other (1-way ANOVA: *F*_3, 67_ = 8.3, *P* < 0.0001; Dunnett’s: *Tsc1-Cre*^–^ vs. *Tsc1-Cre^+^* *P* = 0.0006; *Tsc1-Cre^–^* vs. *Tsc1-Cre^+^*-Rap 4 *P* = 0.99; *Tsc1-Cre*^–^ vs. *Tsc1-Cre^+^*-Rap 8 *P* = 0.0043). In line with the soma size data, cell capacitance was rescued only by early rapamycin treatment (Supplemental Figure 1). The finding that brief rapamycin treatment reversed excitability but not soma size suggests that increased soma size is not causally related to the changes in excitability.

### Loss of TSC results in increased soma size but does not affect intrinsic firing properties of cortical L2/L3 pyramidal neurons.

Next, we asked whether similar changes as observed in CA1 neurons were also present in the SSCx. Therefore, we recorded L2/L3 pyramidal neurons of the SSCx. Because *Tsc1* is deleted in all CAMK2A-positive neurons (19), we hypothesized that similarly to CA1 pyramidal neurons, *Tsc1-Cre^+^* neurons in the SSCx would fire more action potentials, which would be reversible by rapamycin treatment. In contrast with our expectations, excitability was unaffected in L2/L3 pyramidal neurons of the SSCx 8 days after gene deletion as well as 12 days after gene deletion (Figure 4, A–F). However, we did observe an increase of soma size in L2/3 neurons 12 days after deletion, which, in contrast to the hippocampus, was rescued upon rapamycin treatment that started on day 8 and resulted in smaller soma sizes after treatment with rapamycin from day 4 (1-way ANOVA: *F*_3, 37_ = 26, *P* < 0.0001; Dunnett’s: *Tsc1-Cre*^–^ vs. *Tsc1-Cre^+^* *P* = 0.0001; *Tsc1-Cre*^–^ vs. *Tsc1-Cre^+^*-Rap 4 *P* < 0.0001; *Tsc1-Cre*^–^ vs. *Tsc1-Cre^+^*-Rap 8 *P* = 0.15; Figure 4, G and H). These data indicate that increased mTOR levels affect neurons differently in the hippocampus compared with the SSCx. In addition, these data further support the notion that increased soma size is not mechanistically related to neuronal excitability.

### Hippocampal synaptic imbalance is only present in the epileptic state.

Previous studies reported increased excitatory transmission, decreased inhibitory transmission, or a combination of the two, leading to an overall increased excitation-to-inhibition ratio and therefore increased firing of the neuronal network (9, 10). Conversely, changes in excitability can lead to homeostatic changes in synaptic transmission (24). To study whether there are changes in the excitation/inhibition ratio (E/I) and if so, whether these changes precede or follow the changes in excitability, we measured miniature inhibitory postsynaptic currents (mIPSCs) and miniature excitatory postsynaptic currents (mEPSCs) in the hippocampus (Figure 5A). Both mIPSCs and mEPSCs were recorded within the same cell to calculate an E/I ratio for each cell. Additionally, to study action potential–dependent events, spontaneous EPSCs and IPSCs (sEPSCs and sIPSCs) were measured on day 8.

Both mIPSCs’ and mEPSCs’ frequencies were not different from control neurons on day 6 after gene deletion, the day on which excitability differences appeared (Figure 5B; Supplemental Table 2). On day 8 after gene deletion, a small, insignificant increase of mEPSCs’ and normal sEPSCs’ frequencies (Figure 5C and Supplemental Figure 2) was observed. Moreover, an insignificant decrease in mIPSCs’ and sIPSCs’ frequencies were observed in *Tsc1-Cre^+^* neurons. Together, the small differences in mEPSC and mIPSC did not yield a significant difference in E/I ratio (T_26_ = 0.4, *P* = 0.7). In contrast, a significant reduction in mIPSCs was observed 12 days after gene deletion, resulting in a significantly higher E/I ratio (T_31_ = 3.2, *P* = 0.003; Figure 5D). Event amplitude ratios appeared normal at all measured time points (Supplemental Figure 3). Looking into event kinetics regardless of the ratios, mIPSCs recorded at day 12 showed significantly smaller amplitudes and slower rise times (Supplemental Table 2). mEPSCs recorded on day 6 showed a significantly slower rise time, but on day 12 significantly smaller amplitudes with faster decay times were observed (Supplemental Table 2). Overall, these data indicate that changes in synaptic transmission are secondary to intrinsic cellular changes. Moreover, because these synaptic changes do not precede the seizure onset, it is unlikely that they are a driver of epileptogenesis.

Previous reports showed an NMDA receptor subunit composition change resulting in increased currents in TSC mouse and patient cells (11). Since our mEPSC recordings mostly reflect currents dependent on α-amino-3-hydroxy-5-methyl-4-isoxazolepropionate (AMPA) (25), we looked more specifically at NMDA currents by recording NMDA/AMPA ratio in CA1 hippocampal pyramidal neurons by triggering EPSCs with extracellular stimulation. Neurons were voltage-clamped at –70 mV to record AMPA-dependent currents and were clamped on +40 mV to record NMDA within the same cell (Figure 6A). No differences in the NMDA/AMPA ratio were found comparing *Tsc1-Cre^+^* day 8 CA1 pyramidal neurons to *Tsc1-Cre*^–^ neurons (Figure 6B; *Tsc1-Cre*^–^ [*n* = 21; 4 mice] mean: 0.86 ± 0.14 vs. *Tsc1-Cre^+^* [*n* = 24; 4 mice] mean: 0.97 ± 0.12; T_43_ = 0.58, *P* = 0.56).

### Tsc1 deletion induces major changes in gene expression, which are rescued with rapamycin treatment.

To gain more insight into the molecular mechanisms underlying *Tsc1*-induced epilepsy, RNA-Seq transcriptome analysis was performed on hippocampal brain samples. 

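Hippocampal RNA of 24 mice was sequenced, in 6 groups of 4 mice each: *Tsc1-Cre-* controls, *Tsc1-Cre+* mice on day 4, 6, 8 and 13 after gene deletion, and *Tsc1-Cre+*-Rap 4 mice, which received rapamycin from day 4 and were taken on day 13. Control RNA was taken on day 8. In this mouse model, a transgene with *Camk2a* regulatory sequence drives Cre recombinase fused to a tamoxifen-responsive estrogen receptor domain, so that tamoxifen, which all mice received, removes *Tsc1* from CAMK2A-expressing neurons only in mice that carry Cre. The authors made stranded libraries from rRNA-depleted total RNA, read them from both ends, aligned the reads with STAR to mouse genome build GRCm38, counted reads per GENCODE gene with featureCounts, and deposited these counts without normalization. Total counts per mouse ranged from 50460565 to 61083014 (median 55935682) in controls, 56239855 to 60914278 (median 57605665) on day 4, 51363380 to 62429111 (median 55239328) on day 6 and 53564370 to 59124484 (median 56338300) on day 8. The range was wider on day 13, from 38423852 to 126435936 (median 55536691), and lower under rapamycin, from 28208561 to 54924199 (median 46678062). For each group, genes with enough counts for its comparison with the 4 control mice (edgeR's filterByExpr) were tested by edgeR's quasi-likelihood test, with TMM normalization and Benjamini-Hochberg adjustment, on those 8 mice alone. A gene was called differentially expressed (DE) at an adjusted p under 0.05 and an absolute log2 fold change over 0.5, the thresholds of the paper. DESeq2, which the paper used, fits of all 24 mice together and other choices were tried as alternatives. Levels of single genes are given as CPM, the counts scaled to a common library size with the TMM factors. Controls and day 8 mice came from the same 2 series of animal numbers and the other groups from other series, so for those groups the time point and the cohort of the animals cannot be told apart. The only controls were taken on day 8, so those groups also differ from the controls in time since tamoxifen. Both sexes were used, and the sex of each mouse is not used here.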

RNA was extracted at multiple time points after gene deletion (day 4, day 6, day 8, and day 13) to follow the time course of epileptogenesis. 

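The targeted gene *Tsc1* (ENSMUSG00000026812.16) lies on the plus strand of chromosome 2 of GRCm38, from 28641228 to 28691167. Its level was 105 ± 3.21 CPM (SD, n = 4 mice) in *Tsc1-Cre-* controls, 78.4 ± 2.65 CPM on day 4, 72.5 ± 1.92 CPM on day 6, 72.5 ± 4.31 CPM on day 8 and 63.6 ± 6.19 CPM on day 13. In *Tsc1-Cre+*-Rap 4 mice it was 67.3 ± 1.43 CPM. All 20 *Tsc1-Cre+* mice lay below all 4 control mice, which gives each group a two-sided exact permutation p = 0.0286, the smallest that 4 mice against 4 allow. The log2 fold change against control in edgeR's test was -0.42 on day 4 (standard error 0.0362, adjusted p = 2.84e-04) and -0.75 on day 13 (standard error 0.0825, adjusted p = 6.36e-04). On days 6 and 8 it was -0.55 (edgeR adjusted p = 2.15e-06 and 2.92e-04), and under rapamycin it was -0.64 (edgeR adjusted p = 7.74e-06). With each mouse left out in turn, it stayed between -0.44 and -0.41 on day 4 and between -0.79 and -0.70 on day 13. *Tsc1* did not differ between *Tsc1-Cre+*-Rap 4 and day 13 mice (log2 fold change 0.09, edgeR adjusted p = 0.437). The hippocampi also hold cells that do not express CAMK2A, whose *Tsc1* transcripts are counted too.

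**Figure D1:**
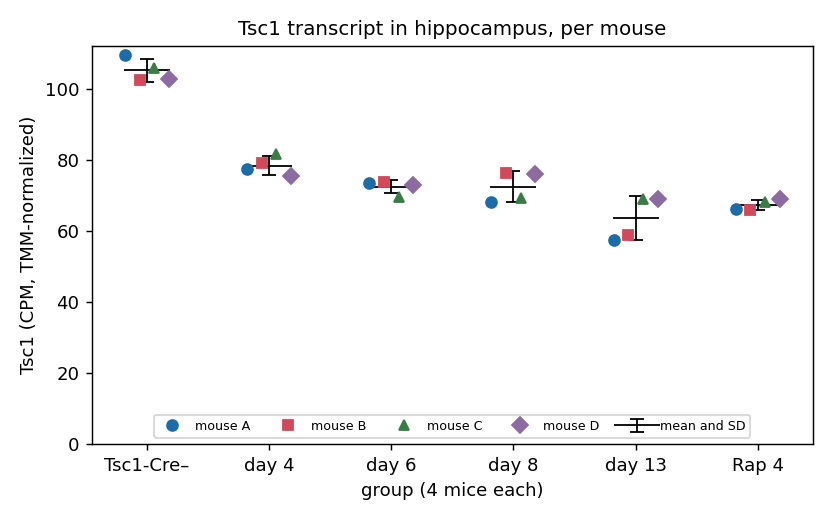
Level of *Tsc1* in each mouse (TMM-normalized CPM, vertical axis) for the 6 groups of 4 mice (horizontal axis), with points for mice A to D and the group mean and SD as a black bar. The control mice lie between 103 and 109.5 CPM and the *Tsc1-Cre+* mice between 57.5 and 81.7 CPM.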

To identify transcripts that are under the direct control of mTOR signaling (i.e., affected by *Tsc1* deletion and rescued by administering rapamycin), hippocampi of early rapamycin-treated mice (10 mg/kg; *Tsc1-Cre^+^* -Rap 4) were included in the data set as well (Figure 7A).

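A PCA of all 24 mice was run on the counts after the variance-stabilizing transformation of DESeq2, over the 44657 genes with at least 1 count, centred and not scaled. PC1 held 32.9% of the variance, PC2 8.06% and PC3 6.71%. With the sign of PC1 set so that day 13 lies above control, the mean PC1 score was -15.7 ± 0.867 (SD, n = 4 mice) in *Tsc1-Cre-* controls, -13.6 ± 2.49 on day 4, -8.67 ± 0.954 on day 6, 11.5 ± 14.6 on day 8 and 46.8 ± 27.5 on day 13. The difference from control was 2.10 on day 4 and did not exceed the variation between mice (two-sided exact permutation test, p = 0.143), though without day 4 mouse C it was 3.45 (exact permutation p = 0.0286). It was 6.98 on day 6, 27.2 on day 8 and 62.5 on day 13, and all 4 mice of each of these groups scored above all control mice (two-sided exact permutation test, p = 0.0286 for each group, the smallest possible). The variation within day 8 and day 13 was larger than in the earlier groups: the day 8 mice scored 18.3, 0.274, 28.9 and -1.44, and the day 13 mice 65.3, 75.1, 27.9 and 19.2. The choice of genes moved the early groups most: with the 500 genes of highest variance in place of all genes, the PC1 difference was -0.266 on day 4 and 0.610 on day 6, both within the variation between mice (exact permutation p = 0.514 on day 6).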

A principal component analysis (PCA) of this data set showed that, as time after *Tsc1* gene deletion increased, the samples shifted to the right along the PC1 axis, the component on which the samples showed the largest differences. This indicates that the samples became more different from *Tsc1-Cre*^–^ control mice over time. 

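The distance between each mouse and the mean of the *Tsc1-Cre-* mice was also taken over all 44657 genes, without reduction to components. A control mouse, measured from the mean of the other control mice, lay between 36.5 and 41.7 units away. Day 8 mice lay between 45.0 and 61.8 units away, farther than any control mouse, and day 13 mice between 61.6 and 97.4 units. On day 13, mice A and B lay farthest, at 91.1 and 97.4 units, and mice C and D lay at 67.7 and 61.6 units, next to the farthest day 8 mouse.

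**Figure D2:**
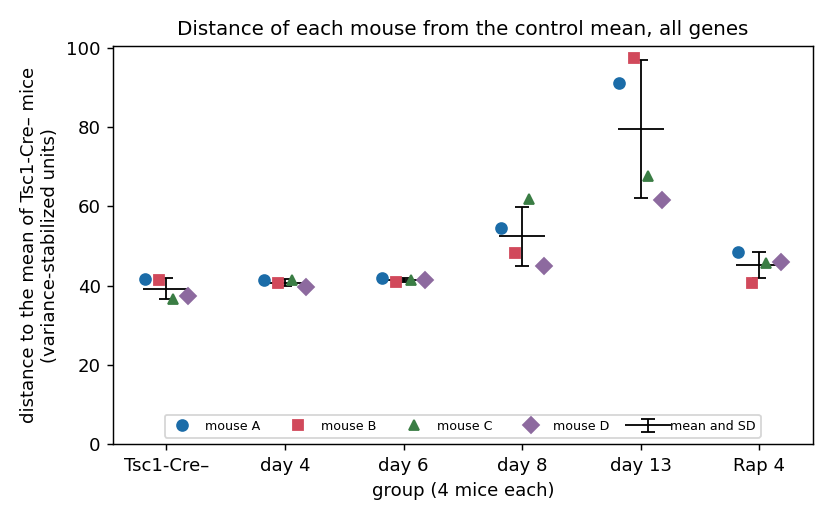
Distance of each mouse from the mean of the *Tsc1-Cre-* mice over all genes (variance-stabilized units, vertical axis) for the 6 groups of 4 mice (horizontal axis), with points for mice A to D and the group mean and SD as a black bar. Day 4 and day 6 mice lie between 39.6 and 42.0 units, and day 13 mice between 61.6 and 97.4 units.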

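On PC2, the mean score was 0.954 ± 3.04 (SD, n = 4 mice) in *Tsc1-Cre-* controls and 2.68 ± 5.86 on day 4, a difference of 1.73 (two-sided exact permutation test, p = 0.629). Day 6 mice scored -4.77 ± 3.14 and day 8 mice -12.8 ± 4.51, which is -5.72 and -13.8 relative to control (exact permutation p = 0.0286 each). Day 13 mice scored -0.376 ± 25.6, and their mean did not differ from control (difference -1.33, exact permutation p = 0.914). The 4 day 13 mice lay on both sides of the controls, with PC2 scores of 26.4 and 16.3 for mice A and B and of -18.3 and -26.0 for mice C and D.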

On the axis of the second most important component (PC2), we observed a downward shift of the samples over time, with the notable exception of samples taken on day 13, which showed a very large variation. This variation may reflect the large difference in seizure load between *Tsc1-Cre^+^* day 13 animals (ref. 19 and Figure 7B). 

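Over all genes, a day 13 mouse lay 46.4 ± 2.58 units (SD, n = 4 mice) from the mean of its own group, and a *Tsc1-Cre-* mouse 29.4 ± 2.01 units from the mean of the controls. The ratio of these mean distances was 1.58 (two-sided exact permutation test, p = 0.0286). On day 8 the same ratio was 1.17 (exact permutation p = 0.0857), on day 4 0.961 (p = 0.486), on day 6 0.937 (p = 0.257) and under rapamycin 1.09 (p = 0.143), also by exact permutation tests. The distances within a group share its estimated mean and are not independent, so these p-values can be too small. With each mouse left out in turn, the day 13 ratio stayed between 1.39 and 1.71. It was 1.61 to 1.71 without a control mouse and 1.39 to 1.56 without a day 13 mouse. A smaller group lies closer to its own mean, so part of this range is built in. With all mice kept the ratio was 1.27 on edgeR's log2 CPM and 1.96 over the 500 genes of highest variance. The total counts of the day 13 mice also varied most, with 69971957 and 126435936 for mice A and B and 38423852 and 41101425 for mice C and D. With the counts of every mouse thinned at random to the smallest total, a setting added after the data were seen, the ratio was 1.54. The seizure counts of these mice are not used here.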

Importantly, *Tsc1-Cre^+^* day 4 and day 6 samples clustered close to *Tsc1-Cre*^–^ samples, demonstrating similar expression profiles among these groups. Moreover, day 13 *Tsc1-Cre^+^* animals treated with rapamycin clustered close to the *Tsc1-Cre*^–^ mice, indicating that RNA expression of these mice was similar to control animals despite the deletion of the *Tsc1* gene.

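Day 4 mice lay between 39.6 and 41.5 units from the mean of the *Tsc1-Cre-* mice and day 6 mice between 40.9 and 42.0 units, against 36.5 to 41.7 units for the controls themselves. The ranges of both groups overlap the range of the controls. A control mouse was measured from the mean of the other controls alone, which lengthens its distance, so part of this overlap is built in. Of the genes tested by edgeR, 0.680% were called DE on day 4 and 1.32% on day 6, against 3.99% on day 8 and 16.5% on day 13. On day 6 the 4 mice lay outside the range of the control mice on PC1 and on PC2.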

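The *Tsc1-Cre+*-Rap 4 mice scored -20.5 ± 2.68 (SD, n = 4 mice) on PC1, a difference from *Tsc1-Cre-* controls of -4.83, on the side away from day 13 (two-sided exact permutation test, p = 0.0286). With the 500 genes of highest variance, this difference was -1.89 (exact permutation p = 0.0857). On PC2 they scored 14.3 ± 6.14, which is 13.4 above the controls (exact permutation p = 0.0286). Over all genes they lay between 40.7 and 48.5 units from the mean of the controls, and 3 of the 4 mice lay farther from it than any control mouse did. In edgeR's test against control, 352 of 25006 tested genes were called DE in *Tsc1-Cre+*-Rap 4 mice, 93 with higher and 259 with lower levels. The log2 fold changes of this comparison correlated across protein-coding genes with GC content (Spearman's rho -0.228, over 15765 genes, which are not independent replicates). The largest rises were in *Esr1* (log2 fold change 3.25), *Gm44850* (2.85) and *Map3k6* (2.4), and the largest falls in *Top2a* (-1.93), *Gbp4* (-1.65) and *Bfsp2* (-1.58), with edgeR adjusted p-values from 1.24e-08 to 0.00475. *Gbp4* overlaps *Gbp8* and *Gbp9* on its own strand, and counting could have split their reads. The rise of *Esr1* may come from reads of the transgene, which carries a part of the estrogen receptor.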

To visualize the number of differentially expressed (DE) genes [*P* < 0.05; log(fold change) > 0.5 or < –0.5] in *Tsc1-Cre^+^* mice throughout epileptogenesis, volcano plots were generated for every time point (Figure 7, C–F). 

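On day 13, 4101 of 24920 tested genes were called DE against *Tsc1-Cre-* controls by edgeR's test, 2093 with higher and 2008 with lower levels. This was the largest number among the 4 time points. The fold-change threshold moved the number most: with an absolute log2 fold change over 1, 1459 genes were called. With each mouse left out in turn, between 2800 and 5305 genes were called. Among the largest rises were those of *Ifi202b* (log2 fold change 6.51, edgeR adjusted p = 0.0148) and *Ptx3* (5.86, edgeR adjusted p = 0.0143). The largest falls were in *Plk5* (ENSMUSG00000035486.14, chromosome 10, log2 fold change -4.62, standard error 0.684, edgeR adjusted p = 0.00195), *Gm26644* (-2.73, edgeR adjusted p = 0.00168) and *Rtl3* (-2.61, edgeR adjusted p = 9.10e-04). *Ifi202b* belongs to a family of similar genes whose reads the counting could have split, and *Ptx3* overlaps *Veph1* on the opposite strand.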

Over time, the number of DE genes increased, with a peak on day 13 (genes up: 1936; down: 1709). On day 4, ±4 days before seizure onset, 29 genes were significantly upregulated and 8 genes downregulated, whereas on day 6, 56 and 20 genes were significantly up- and downregulated, respectively. 

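In edgeR's test, 172 of 25308 tested genes were called DE on day 4, 86 with higher and 86 with lower levels, and 332 of 25057 on day 6, 162 higher and 170 lower. Without a fold-change minimum 1054 genes were called on day 4 and 2519 on day 6, and with all 24 mice in one edgeR fit 29 (21 higher, 8 lower) and 84 (60 higher, 24 lower). With the level of *Xist* as a covariate, 107 and 194 genes were called. The day 4 fold changes correlated across protein-coding genes with GC content (Spearman's rho 0.347, over 15849 genes, which are not independent replicates). The largest rises on day 4 were in *Esr1* (ENSMUSG00000019768.16, chromosome 10, 4611593 to 5005614, log2 fold change 3.22, edgeR adjusted p = 4.13e-08), *Arsi* (ENSMUSG00000036412.5, chromosome 18, 60911780 to 60918561, log2 fold change 2.45, edgeR adjusted p = 4.17e-05) and *Mir6236* (1.93, edgeR adjusted p = 0.0145). *Esr1* and *Arsi* were also among the 3 largest rises on day 6, with log2 fold changes of 3.25 and 2.61, beside *Gm8369* (3.17). Both lay above all controls in all 20 *Tsc1-Cre+* mice. The transgene carries a part of the estrogen receptor and sequence of *Camk2a*, which lies near *Arsi*, so its reads are a candidate explanation. The largest falls were in *Gbp4* (-1.51), *Gm47469* (-1.41) and the processed pseudogene *Gm8616* (-1.35) on day 4, and in *Ramp3* (-1.54), *Ackr2* (-1.53) and *Gm8616* (-1.53) on day 6. Of the genes called on day 4, 49 (28.5%) were also called in the same direction on day 6.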

On day 8, an important time point identified as seizure onset, 392 genes were significantly upregulated and 243 downregulated. This means that from day 4 to day 6 the number of DE genes almost doubled, while from day 6 (when mice were not epileptic yet) to day 8 (the start of seizure onset), the number of DE genes was 7-fold increased. In addition, from the start of seizure onset (day 8) to a full epileptic state (day 13), approximately 5 times more DE genes were observed.

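On day 8, 1001 of 25085 tested genes were called DE by edgeR's test, 539 with higher and 462 with lower levels. With each mouse left out in turn, between 586 and 1491 genes were called. With the series of animal numbers, which control and day 8 mice share, as a block, 934 genes were called, and 89.9% of the 1001 genes were among them. The largest rises were in *Trib3* (ENSMUSG00000032715.9, chromosome 2, 152337422 to 152344032, log2 fold change 3.81, standard error 0.536, edgeR adjusted p = 0.00159), *Slc7a3* (ENSMUSG00000031297.14, chromosome X, 3.64, standard error 0.286, edgeR adjusted p = 6.56e-05) and *Chac1* (ENSMUSG00000027313.3, chromosome 2, 3.53, standard error 0.232, edgeR adjusted p = 2.06e-05). The largest falls were in *Mndal* (-1.73, edgeR adjusted p = 0.00264), *BC030499* (-1.63, edgeR adjusted p = 0.00144) and *Fst* (-1.61, edgeR adjusted p = 0.0388). *Fst* kept an adjusted p under 0.05 in 1 of the 8 edgeR fits that left out a mouse (highest edgeR adjusted p = 0.0992). *Mndal* overlaps *Ifi211* and *Ifi203* on its own strand, so its reads could have been split between these genes.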

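The number of DE genes in edgeR's 2-group tests was 1.93 times as high on day 6 as on day 4, and 3.02 times as high on day 8 as on day 6. The second ratio depended on the setting and ranged from 1.32, without a fold-change minimum, to 11.9, with edgeR on all 24 mice. It was 4.02 with DESeq2 on the same 2 groups, 8.57 with DESeq2 on all 24 mice, 5.16 with the level of *Xist* as a covariate, 2.67 with the replicate letter as a block, 2.7 with no filter on low counts and 2.2 with an unadjusted p. With the level of *Ttr*, a choroid plexus gene, as a covariate, which was added after the data were seen, it was 1.92. Of the 332 genes called on day 6, 157 (47.3%) were called in the same direction on day 8 and none in the opposite direction.

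**Figure D3:**
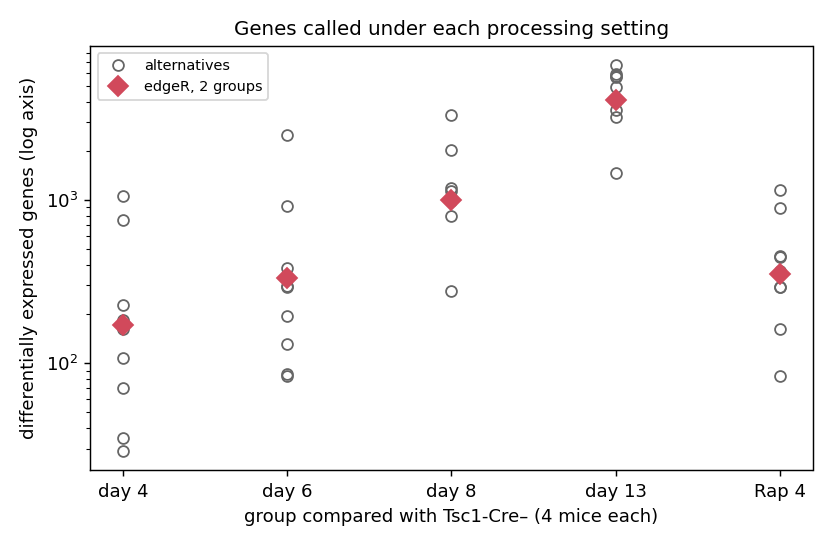
Number of DE genes against *Tsc1-Cre-* controls (vertical axis, logarithmic) for the 4 time points and for *Tsc1-Cre+*-Rap 4 mice (horizontal axis). Filled diamonds are edgeR's 2-group test and open circles the alternatives that changed the tool, the mice fitted together, the filter, the normalization, a covariate or the thresholds. With every setting shown, the number rises from day 6 to day 13, and on day 4 it ranges from 29 to 1054.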

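From day 8 to day 13 the number of DE genes rose 4.1-fold in edgeR's test. With DESeq2 on the same 2 groups the ratio was 4.17, and across the alternatives it was lowest with no fold-change minimum, at 2.01. Of the 1001 genes called on day 8, 757 (75.6%) were called in the same direction on day 13, 458 with higher and 299 with lower levels, and none in the opposite direction. Over all 4 time points, 8 genes were called with higher and 9 with lower levels every time.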

### Fifty-six genes are substantially dysregulated before or around seizure onset.

To identify candidate transcripts that could potentially underlie the observed hyperexcitability and the adaptation ratio impairment that preceded the seizures, we focused on genes DE between *Tsc1-Cre*^–^ and *Tsc1-Cre^+^* day 13. Since we were looking for potential target genes that affect action potential firing, we selected genes encoding ion channels (Kyoto Encyclopedia of Genes and Genomes [KEGG] BRITE: 04040, 308 genes) and genes of the Gene Ontology (GO) term action potential (GO: 0001508), resulting in a curated list of 384 unique genes (Figure 8A). 

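The curated gene list is not used here, so the 56 genes were taken by name from the heatmap of Fig. 8B and tested over the 6 groups of 4 mice. In a single edgeR fit of all 24 mice, 53 of the 56 genes had an adjusted p under 0.05 for any difference among the groups, adjusted over all 27110 genes tested. Adjusted over the 56 genes alone the count was 54, which shows no stability of its own since the genes were selected on these data. By permutation of the mice (100000 resamples, on normalized counts), 53 genes had p under 0.05. The genes with an adjusted p of 0.05 or more in edgeR's fit were *Asic4* (0.138), *Kcnk6* (0.0529) and *Rangrf* (0.426). *Rangrf* had a mean count of 9.25 per mouse. The largest day 13 fold changes among the 56 genes were in *Trpa1* (log2 fold change -5.10, edgeR adjusted p = 0.00158), *Cav1* (2.01, edgeR adjusted p = 0.0216) and *Chrna1* (2.00, edgeR adjusted p = 0.00311). For a wider set, genes were matched to ion channel families by symbol: 52 of 256 matching genes (20.3%) were called DE on day 13, against 16.4% of the other genes tested (odds ratio 1.30, two-sided Fisher's exact test, p = 0.107). With DESeq2 the odds ratio was 1.37 (Fisher's exact p = 0.0356), and among genes in the expression range of the matching genes it was 1.28 (Fisher's exact p = 0.141).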

Of these genes, 56 transcripts were significantly different in a 1-way ANOVA when directly comparing expression levels across conditions (Supplemental Tables 3 and 4). Expression levels of these 56 genes over time, including the group of mice treated with rapamycin, are displayed (*z* scores) in an unsupervised, clustered heatmap (Figure 8B). Within this heatmap, *Tsc1-Cre^–^* and *Tsc1-Cre^+^*-Rap 4 samples clustered together, indicating similar expression patterns of rapamycin-treated and control samples. In addition, (most) *Tsc1-Cre^+^* day 8 samples clustered with *Tsc1-Cre^+^* day 13, probably reflecting transcriptome changes induced by seizures. 

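The normalized counts of the 56 genes were scaled to z scores and the 24 mice clustered by complete linkage on Euclidean distance, as for the heatmap. Parted into 2 clusters, the tree held all *Tsc1-Cre-*, day 4, day 6 and *Tsc1-Cre+*-Rap 4 mice and day 8 mice B and D in a cluster of 18. Parted into 4, the 4 controls and the 4 *Tsc1-Cre+*-Rap 4 mice lay in a cluster of 11 together with day 4 mice A, B and C. The mean distance of an *Tsc1-Cre+*-Rap 4 mouse to the control mice was 5.87 ± 0.629 (SD, n = 4 mice), against 4.60 ± 0.308 between control mice and 5.72 ± 0.444 between *Tsc1-Cre+*-Rap 4 mice. Its distance to the day 13 mice was 16.9 ± 0.463. The nearest group of 3 of the *Tsc1-Cre+*-Rap 4 mice was their own, and that of mouse C was the controls.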

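The cluster of 6 held the 4 day 13 mice and day 8 mice A and C. Day 8 mice B and D lay in the other cluster, and in the tree parted into 4 they joined the 4 day 6 mice and day 4 mouse D in a cluster of 7. The mean distance of a day 8 mouse was 11.2 ± 1.99 (SD, n = 4 mice) to the day 13 mice, 7.57 ± 2.68 to the day 6 mice and 9.98 ± 2.59 to the controls. By mean distance, the nearest group of day 8 mice A and C was day 8 and that of mice B and D was day 6, while the nearest group of day 13 mice C and D was day 8.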

Since rapamycin treatment rescues the excitability phenotype and epilepsy, we examined whether the 56 transcripts would be rescued by rapamycin treatment as well. Strikingly, 54 of the 56 transcripts showed a full rescue, and expression levels were indistinguishable from *Tsc1-Cre^–^* (Supplemental Tables 3 and 4 and Supplemental Figures 4 and 5).

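Of the 56 genes, 55 passed the filter for the comparison of *Tsc1-Cre+*-Rap 4 with *Tsc1-Cre-* mice, and 51 of these had an adjusted p of 0.05 or more in edgeR's test. The median absolute log2 fold change of the genes was 0.705 on day 13 and 0.101 under rapamycin, and all 55 genes lay closer to control under rapamycin than on day 13. Selecting the genes for a difference on day 13 in these mice favors this outcome. The largest absolute change under rapamycin was 0.515. In a direct comparison of *Tsc1-Cre+*-Rap 4 with day 13 mice, 44 genes had an edgeR adjusted p under 0.05. The 4 genes with an adjusted p under 0.05 between *Tsc1-Cre+*-Rap 4 and control mice were *Gabrd* (log2 fold change -0.51, edgeR adjusted p = 0.0181), *Flna* (-0.46, edgeR adjusted p = 0.00140), *Lrrc8c* (0.41, edgeR adjusted p = 0.00137) and *Ryr1* (0.34, edgeR adjusted p = 0.0170). *Gabrd* and *Lrrc8c* moved in the direction of day 13, and *Flna* and *Ryr1* in the opposite direction. In each case all 4 *Tsc1-Cre+*-Rap 4 mice lay outside the range of the 4 control mice (exact permutation p = 0.0286). Adjusted over the 56 genes alone, 47 genes had an adjusted p of 0.05 or more. A permutation test on normalized counts that compares all groups with control at the same time left 54 of the 56 genes with p of 0.05 or more, all but *Ryr1* (permutation p = 0.0278) and *Lrrc8c* (p = 0.0190). This test divides by a spread pooled over all 6 groups, day 13 included, so it can miss small changes under rapamycin.

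**Figure D4:**
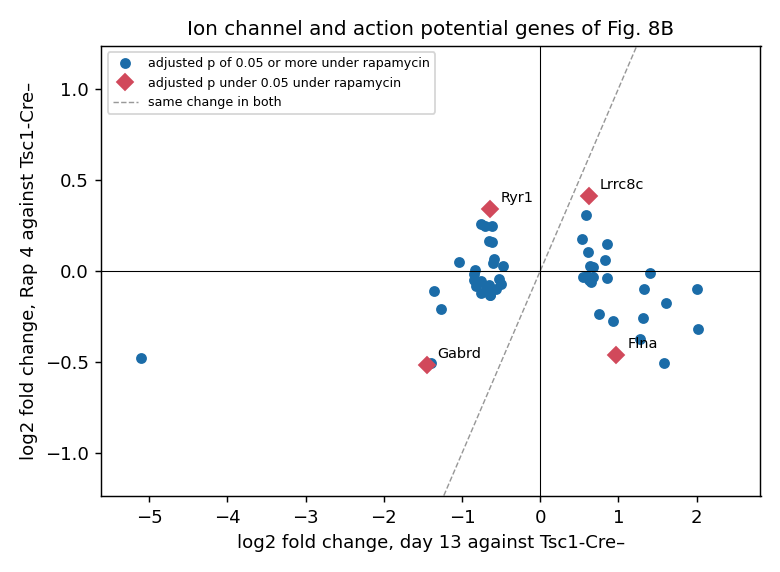
Log2 fold change against *Tsc1-Cre-* mice in *Tsc1-Cre+*-Rap 4 mice (vertical axis) and on day 13 (horizontal axis) for the 55 genes tested, each point a gene, on different scales. Red diamonds are the 4 genes with an edgeR adjusted p under 0.05 under rapamycin, and the dashed line marks equal changes. All genes lie within 0.515 of 0 on the vertical axis.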

Plotting the normalized counts of individual genes at all time points and the rapamycin condition gives us an additional view on expression levels over time. 

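On day 13, 30 of the 55 tested genes had a lower level and 25 a higher level than in *Tsc1-Cre-* controls. All 55 directions in edgeR's fit matched the direction in which Fig. 8B shows the gene on day 13. Of these genes, 51 had an adjusted p under 0.05 in edgeR's test on day 13 and 50 also passed the fold-change threshold.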

Notably, approximately half of the genes were downregulated during epileptogenesis (Supplemental Figure 4 and Supplemental Table 3) and the other half upregulated (Supplemental Figure 5 and Supplemental Table 4). In addition, half of the genes were already significantly dysregulated (Supplemental Tables 3 and 4) before or around seizure onset, indicating that these genes could potentially be driver genes for epileptogenesis. 

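On day 4, 7 of the 56 genes had an adjusted p under 0.05 in edgeR's test against *Tsc1-Cre-* controls, on day 6 16 genes and on day 8 26 genes. Counting each gene once, 32 genes did so on at least 1 of these 3 days. On day 4 the changes were small. Among these genes, *Lrrc8c* (log2 fold change 0.49, edgeR adjusted p = 7.81e-04), *Kcnj4* (0.43, edgeR adjusted p = 0.00216), and *Clcn7* (0.26, edgeR adjusted p = 0.00419) were higher, and *Dmd* (-0.28, edgeR adjusted p = 0.0110), *Kcnq3* (-0.20, edgeR adjusted p = 0.0362) and *Gabrg1* (-0.31, edgeR adjusted p = 0.0386) were lower. In each of the 7 genes all 4 day 4 mice lay outside the range of the control mice. With the fold-change threshold of the DE calls, none of the 56 genes was called on day 4, 2 on day 6 and 10 on day 8.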

Consistent with that, most genes showed the biggest change on day 8 and day 13, the time points with the largest hyperexcitability phenotypes (Figure 8C).

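The largest absolute log2 fold change of the 4 time points was on day 13 for all 55 genes tested. The paper selected these genes for a difference between day 13 and control in the same mice, so a largest change on day 13 was largely set by that selection. The median absolute log2 fold change of the 56 genes was 0.156 on day 4, 0.164 on day 6, 0.383 on day 8 and 0.705 on day 13.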

## Discussion

Using our previously designed TSC mouse model, we identified distinct electrophysiological and major transcriptome changes that appeared in the early phases of mTOR-dependent epileptogenesis. Moreover, our mouse model allowed us to follow these changes along the different stages of the epileptogenic process. Through a combination of whole-cell patch-clamp recordings and RNA-Seq, we uncovered brain region–specific changes and time-dependent effects of mTOR increase. Thus, in the hippocampus but not in the cortex from *Tsc1-Cre^+^* mice, we observed an increase in firing frequency with impaired spike adaptation starting before seizure onset and progressing over time. Later during epileptogenesis, we observed a decrease in inhibitory transmission in the hippocampus along with increased soma size in both hippocampal and cortical neurons of *Tsc1-Cre^+^* mice. Our analysis revealed dramatic time-dependent changes of the transcriptome. This included transcripts encoding multiple potassium channels, along with a few calcium and sodium channels. This suggests that mTOR-dependent epileptogenesis induces expression changes of multiple channels. Importantly, our electrophysiological and molecular phenotypes could both be rescued by rapamycin treatment.

By inducing sparse *Tsc1* deletion in the CA1, it was previously shown that intrinsic excitability was decreased and synaptic driven excitability unaffected (9). The authors reported that the decreased intrinsic firing reflects lower membrane resistance and higher capacitance. This is in contrast with our data obtained in CA1 upon widespread *Tsc1* deletion. An explanation for these contradictory results is the different mouse models used. In both models, increased levels of mTOR and increased soma sizes were observed, but mTOR activation might be required in multiple cells within the network to trigger a change in ion channel expression and cause increased excitability. In line with this, it was recently shown that expression of active RHEB in a subset of neurons can induce hyperexcitability in distally connected neurons that do not express active RHEB (18). In addition, there appear to be notable brain region–specific effects of *Tsc1* deletion, as we showed that, in contrast to hippocampal CA1 neurons, L2/L3 pyramidal neurons showed no observable electrophysiological changes in our model. Similarly, *Tsc1* deletion in the striatum caused hyperexcitability in striatonigral neurons but not in the striatopallidal neurons (26), highlighting the different roles of mTOR in neuronal subtypes *and* brain regions. Finally, the effects of mTOR activation can be age dependent. Increased levels of mTOR could interfere with brain maturation in young mice, causing cellular changes that are not present upon mTOR activation in adult mice (27).

Our findings support previous data suggesting not only that mTOR has specific effects on different brain regions but also that the degree of TSC1 loss at the network level matters, influencing the functioning of individual neurons (28–31). In line with our results, sparse *Tsc1* deletion in the hippocampus is associated with a decrease in inhibition while the excitatory transmission is unaffected (9). We found that the synaptic changes occurred rather late in epileptogenesis, which could indicate that the synaptic changes may be a secondary effect, i.e., driven by the seizures, or may require a prolonged time to develop. A previous study of epileptogenesis in a rat model also indicates that expression changes of synaptic genes are probably secondary to seizures (32). Importantly, these findings follow our previous data showing few effects of treatments aiming at increasing neuronal inhibition (19).

We found that deletion of *Tsc1* resulted in 3645 DE genes when measured 13 days after gene deletion. 

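Of the 4101 genes that edgeR's test called on day 13, 2623 are annotated as protein coding, and 141 (3.44%) lie on chromosome X or Y, where 2.96% of the tested genes lie. The median absolute log2 fold change of these genes was 0.820. With counts thinned to the smallest library, a setting added after the data were seen, 3571 genes were called, and 80.8% of the 4101 genes were among them. DESeq2 called 4955 genes on the same 8 mice and 5948 when all 24 mice were fitted together.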

Upon filtering transcripts that encode ion channels or belong to the GO term action potential, we identified 56 DE genes that met our statistical criteria. We found that 27 (50%) of these DE genes were already significantly DE (Supplemental Tables 3 and 4) before or just around seizure onset, indicating that these genes could encode proteins ultimately responsible for epileptogenesis. 

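The count of 32 genes with an adjusted p under 0.05 by day 8 rests on edgeR's 2-group tests, adjusted over all genes. Adjusted over the 56 genes alone it was 41, which shows no stability of its own since the genes were selected on these data. The permutation test on normalized counts, which compares all groups with *Tsc1-Cre-* controls at the same time and uses 100000 resamples, gave 26 genes. Leaving out a mouse at a time moved the edgeR count between 21, without control mouse D, and 33.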

Unlike the electrophysiological changes caused by severe channelopathies in rare monogenic epilepsy syndromes (33), the hyperexcitability phenotype present in our TSC mouse model may result from small cumulative changes, not in one but in several ion channels. In line with this notion, we observed an increase of DE genes over time, which parallels a progressive increase over time of neuronal hyperexcitability and seizure frequency (19). Moreover, most gene transcripts did not reach a statistically significant difference until day 8 while the hyperexcitability phenotype appeared already at day 6. However, our analysis has statistical limitations; we do not know the relationship between protein expression levels and mRNA transcripts, nor do we know the relationship between protein levels and the electrophysiological changes. 

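The first time point with an edgeR adjusted p under 0.05 was day 4 for 7 of the 56 genes, day 6 for 11, day 8 for 14 and day 13 for 20 genes. For 4 genes no time point reached it: *Kcnh6*, *Dsp*, *Asic4* and *Rangrf*. Over all genes tested, an unadjusted p under 0.05 was reached by 4654 genes on day 4, 6076 on day 6, 7260 on day 8 and 10091 on day 13.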

Our data are in line with previous studies describing multiple changes in hippocampal gene expression during the epileptogenic process (32, 34–37). Importantly, we observed that almost all transcriptional changes were reversed by rapamycin treatment, supporting that excessive mTOR signaling is the main dysfunction leading to epilepsy.

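Of the 4101 genes called on day 13, 4002 (97.6%) were not called in *Tsc1-Cre+*-Rap 4 mice against *Tsc1-Cre-* controls by edgeR's test, and 3895 (95.0%) had no adjusted p under 0.05 there, whatever the fold change. Across these genes the median absolute log2 fold change was 0.820 on day 13 and 0.136 under rapamycin. Of the 4101 genes, 3999 had a fold change under rapamycin and 99 were called there, so the 4002 include genes not tested there. The 3895 include them too. Among the 3999 genes, 48.9% kept the direction of day 13 under rapamycin. In the direct comparison of *Tsc1-Cre+*-Rap 4 with day 13 mice, edgeR called 5123 of 24274 genes, and 3165 (77.2%) of the day 13 genes were among them with the opposite direction. The share not called under rapamycin was lower for the genes called earlier, at 76.2% of the day 4 genes, 93.1% of the day 6 genes and 95.6% of the day 8 genes. *Esr1* and *Arsi*, called on day 4, were called under rapamycin too. Both lay above all controls in all 20 *Tsc1-Cre+* mice, and reads from the transgene are a candidate explanation. They are therefore no clear example of a response that rapamycin leaves in place. Of the 352 genes called under rapamycin, 63 were also called on day 13 in the same direction, 36 in the opposite direction and 253 were not called on day 13. The paper takes the reversal of almost all transcriptional changes by rapamycin as support for excessive mTOR signaling as the main dysfunction leading to epilepsy.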

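Around seizure onset, on day 8, the channel genes named in the discussion changed by less than the DE genes with the largest changes. *Kcnj4* (log2 fold change 0.70, standard error 0.0634, edgeR adjusted p = 1.65e-04) was already higher on day 4. *Kcnk12* (0.60, edgeR adjusted p = 0.0403), *Flna* (0.44) and *Vdac1* (0.32, edgeR adjusted p = 0.00264) were also higher. *Cnga4* (-1.0, edgeR adjusted p = 0.0431), *Scnn1a* (-0.74, edgeR adjusted p = 0.0189), *Itpr1* (-0.52, edgeR adjusted p = 0.0173), *Kcnq3* (-0.42, edgeR adjusted p = 0.0477), *Kcnc2* (-0.38, edgeR adjusted p = 0.0350), *Gabrg1* (-0.37, edgeR adjusted p = 0.0229) and *Pkd1* (-0.28, edgeR adjusted p = 0.0169) were lower. *Pkd1* overlaps *Tsc2* on the opposite strand, and the paper's text does not name the strand setting of the counting. For each of these genes but *Kcnk12*, all 4 day 8 mice lay outside the range of the *Tsc1-Cre-* mice, while 3 of the 4 did for *Kcnk12*. With edgeR on all 24 mice, the day 8 adjusted p was 0.0738 for *Scnn1a*, 0.104 for *Kcnq3* and 0.187 for *Gabrg1*. Over 5 alternative fits the highest adjusted p was 0.0917 for *Kcnc2* and 0.0563 for *Kcnk12*. For the other genes listed as higher or lower it stayed under 0.05 in these fits. *Dmd* was not different on day 8 (-0.21, edgeR adjusted p = 0.138).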

Around seizure onset, changes in a subset of transcripts would likely favor a hypoexcitability phenotype (*Cnga4*, *Pkd1*, *Kcnc2*, *Dmd*, *Kcnj4*, *Kcnk12*, *Flna*), but the majority of changes would favor a hyperexcitability phenotype (*Gabrg1*, *Kcns3*, *Kcna3*, *Kcnn3*, *Kcnq3*, *Scnn1a*, *Itpr1*, *Gba*, *Scn1b*, *Kcnk9*, *Vdac1*). Notably, many of these changes involve potassium channels, well-known for their role in regulating both the active and passive levels of membrane voltages (38). It is important to mention that different from voltage-gated sodium and calcium channels, potassium channels are thought to have diversified in evolution to maintain neuronal excitation within limits (38, 39). Thus, the combined decreased expression of *Kcna3* (Kv1.3), *Kcnk9* (TASK3), *Kcnn3* (SK3), *Kcng3* (Kv7.3), and *Kcns3* (Kv9.3) around day 8 could lead to increased chances of persistent membrane depolarization, which ultimately may lead to epilepsy. 

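*Kcna3* (ENSMUSG00000047959.4, chromosome 3, 107036169 to 107038070) had a log2 fold change of -0.39 on day 8 (standard error 0.110, edgeR adjusted p = 0.0399), and *Kcns3* (ENSMUSG00000043673.11, chromosome 12, 11090202 to 11151056) of -0.35 (standard error 0.0963, edgeR adjusted p = 0.0350). In both genes all 4 day 8 mice lay below all 4 *Tsc1-Cre-* mice (two-sided exact permutation p = 0.0286), and in both the adjusted p stayed under 0.05 in only 2 of the 8 fits that left out a mouse. *Kcnk9* (ENSMUSG00000036760.7, chromosome 15, 72501089 to 72546340) fell by 0.53 with all 4 mice below the controls (edgeR adjusted p = 0.0624), and *Kcnn3* (ENSMUSG00000000794.9, chromosome 3, 89520164 to 89675132) by 0.39 with 3 of 4 below (edgeR adjusted p = 0.0827). DESeq2 on the same mice gave adjusted p-values of 0.0108 for *Kcnk9* and 0.035 for *Kcnn3*, and over the 13 alternative fits with all mice kept the adjusted p over all tested genes ranged from 0.0108 to 0.0999 and from 0.035 to 0.151. In the permutation test that compares all groups with control at the same time, unadjusted over genes, the permutation p on day 8 was 0.0104 for *Kcnk9* and 0.0483 for *Kcnn3*. On day 6 both were already lower in edgeR's test, *Kcnk9* by a log2 fold change of -0.22 (edgeR adjusted p = 0.00768) and *Kcnn3* of -0.29 (edgeR adjusted p = 0.0132), while *Kcng3* was higher (0.27, edgeR adjusted p = 0.0444); the permutation p was 0.382, 0.18 and 0.365. *Kcng3* (ENSMUSG00000045053.2, chromosome 17, 83585957 to 83631895) was not different on day 8 (-0.37, standard error 0.242, edgeR adjusted p = 0.341): 1 of the 4 mice lay above and 2 below all control mice. The protein name Kv7.3 that the paper gives beside it belongs to *Kcnq3*. The paper's own list of changes around seizure onset names *Kcnq3* and leaves out *Kcng3*. Both point to *Kcnq3* as the gene meant. *Kcnq3* was lower on day 8 (-0.42, edgeR adjusted p = 0.0477), but its adjusted p was 0.104 with edgeR on all 24 mice. On day 13 all 5 genes were lower, with log2 fold changes from -1.04 for *Kcnk9* to -0.64 for *Kcns3* and edgeR adjusted p-values from 0.00297 for *Kcnk9* to 0.0390 for *Kcnn3*.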

For example, the decreased Kv9.3 levels may lead to a decreased conduction of the Kv2.1 (*Kcnb1*; refs. 40, 41), a well-known voltage-gated channel that regulates firing frequency (42). In addition, we found a trend of reduced expression of the calcium-conducting ryanodine receptor *Ryr1* on day 8 and a significant reduction of *Ryr3*, which are both located around the cluster formations of the Kv2.1 in the neuronal plasma membrane (40). 

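*Ryr1* (ENSMUSG00000030592.18, chromosome 7, 29003344 to 29125179) was at 42.2 ± 1.09 CPM (SD, n = 4 mice) in *Tsc1-Cre-* controls and at 33.9 ± 4.78 CPM on day 8, a log2 fold change of -0.33 (standard error 0.0907, edgeR adjusted p = 0.0356). All 4 day 8 mice lay below the control mice. *Ryr3* (ENSMUSG00000057378.15, chromosome 2, 112631355 to 113217096) had a log2 fold change of -0.30 on day 8 with 3 of 4 mice below the control mice (standard error 0.0914, edgeR adjusted p = 0.0528). Over the 13 alternative fits with all mice kept, the adjusted p over all tested genes ranged from 0.00982 to 0.0756 for *Ryr1* and from 0.0113 to 0.0656 for *Ryr3*. With all groups compared with control at the same time on normalized counts, the permutation p on day 8 was 0.114 for *Ryr1* and 0.0128 for *Ryr3*, unadjusted over genes. On day 13 both were lower, *Ryr1* by a log2 fold change of -0.64 (edgeR adjusted p = 0.00148) and *Ryr3* of -0.50 (edgeR adjusted p = 0.0102). Under rapamycin *Ryr1* was above control (0.34, edgeR adjusted p = 0.0170). *Ryr3* overlaps *Aven* on the opposite strand, and its reads are uncertain to that extent.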

Our findings of significant changes in multiple genes related to Kv2.1 functionality could indicate a change in its behavior without changing the expression of the Kv2.1 channel itself.

Besides transcript levels of several potassium channels, transcripts of voltage-gated sodium channels *Scn3a* (Nav1.3 α subunit) and *Scn1b* (Nav1.1 β subunit) were found to be affected as well. 

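*Scn3a* (ENSMUSG00000057182.15, chromosome 2, 65457118 to 65567627) fell from 131 ± 1.34 CPM (SD, n = 4 mice) in *Tsc1-Cre-* controls to 108 ± 8.98 CPM on day 8 and 87.5 ± 10.4 CPM on day 13. The log2 fold changes were -0.28 (standard error 0.0608, edgeR adjusted p = 0.0126) and -0.60 (standard error 0.0925, edgeR adjusted p = 0.00236). On both days all 4 mice lay below the control mice (exact permutation p = 0.0286), and the adjusted p stayed under 0.05 in all 8 fits that left out a mouse.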

The Nav1.3 channel has been linked to neurodevelopmental disorders, brain malformation, and childhood-onset, treatment-resistant epilepsy (43–46). Notably, this channel is also significantly lower expressed in cortical tuber tissue from patients with TSC, highlighting the clinical relevance of our findings (47). *SCN1B* is another gene frequently found related to early-onset epilepsy and even linked to sudden unexpected death in epilepsy (48, 49). Sudden death is also observed in our mouse model (19). Interacting with both voltage-gated sodium and potassium channels, this β subunit has many functions in neurons, influencing voltage and conductive behavior of sodium and potassium channels. For this reason, the *Scn1b* subunit could play a significant role in mTOR-related epileptogenesis.

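*Rangrf* (ENSMUSG00000032892.14, chromosome 11 of GRCm38, 68972484 to 68975185) had between 5 and 15 counts in each of the 24 mice. It passed the expression filter only in the comparison of day 4 with control, where its level was not different (log2 fold change -0.17, standard error 0.361, edgeR adjusted p = 0.848). Its level was 0.176 ± 0.0450 CPM (SD, n = 4 mice) in controls, 0.131 ± 0.0185 CPM on day 8 and 0.153 ± 0.0424 CPM on day 13, and a difference was not detectable at this depth (two-sided exact permutation p = 0.114 on day 8 and 0.486 on day 13). *Rangrf* overlaps *Slc25a35* on the opposite strand.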

Several non–ion channel genes belonging to the action potential GO term were changed before and around the start of seizures, including *Dmd*, *Flna*, *Gba*, and *Rangrf*. The transcript *Dmd* encoding dystrophin was significantly increased (*P* = 0.02) starting at day 4 before changes in excitability were observed. 

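*Dmd* (ENSMUSG00000045103.19) lies on the plus strand of chromosome X of GRCm38, from 82948870 to 85206141, and overlaps *Tsga8* on the opposite strand. Its level was 305 ± 23.0 CPM (SD, n = 4 mice) in *Tsc1-Cre-* controls and 251 ± 8.06 CPM on day 4, and all 4 day 4 mice lay below all control mice (two-sided exact permutation p = 0.0286). The log2 fold change on day 4 was -0.28 (standard error 0.0514, edgeR adjusted p = 0.0110), and it stayed between -0.31 and -0.23 with each mouse left out in turn. Over the alternatives with all mice kept, the adjusted p ranged from 1.26e-05, with DESeq2, to 0.258, with edgeR on all 24 mice. The later log2 fold changes of *Dmd* were -0.13 on day 6 (edgeR adjusted p = 0.159), -0.21 on day 8 (edgeR adjusted p = 0.138) and -0.53 on day 13 (edgeR adjusted p = 0.0158). Under rapamycin it was -0.04 (edgeR adjusted p = 0.760).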

Since dystrophin has been strongly associated with epilepsy in patients with Duchenne muscular dystrophy (50–52), it might be important in the epileptogenic process. *Flna* encodes filamin A, an actin cross-linking protein in which a loss-of-function mutation is associated with neuronal heterotopia and epilepsy (53). 

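*Flna* (ENSMUSG00000031328.16, chromosome X of GRCm38, 74223461 to 74249820, minus strand) was at 176 ± 6.39 CPM (SD, n = 4 mice) in *Tsc1-Cre-* controls, 194 ± 8.77 CPM on day 4, 194 ± 8.32 CPM on day 6, 241 ± 32.3 CPM on day 8 and 351 ± 68.8 CPM on day 13. All 4 mice of each time point lay above all control mice (two-sided exact permutation p = 0.0286). The log2 fold change was 0.15 on day 4 (edgeR adjusted p = 0.0739), 0.13 on day 6 (edgeR adjusted p = 0.0624), 0.44 on day 8 (edgeR adjusted p = 0.00596) and 0.97 on day 13 (edgeR adjusted p = 0.00106). In *Tsc1-Cre+*-Rap 4 mice the level was 128 ± 10.5 CPM, below all control mice, with a log2 fold change of -0.46 (standard error 0.0590, edgeR adjusted p = 0.00140). With each mouse left out in turn this change stayed between -0.52 and -0.43. In the permutation test over all groups, unadjusted over genes, the permutation p under rapamycin was 0.151. That test divides by a spread pooled over all 6 groups, and the day 13 mice varied most, so it can miss this change.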

In our mouse model, levels of *Flna* went up after *Tsc1* deletion and were fully rescued after rapamycin treatment. This finding is in line with previous reports where increased levels of FLNA were directly related to mTOR activity in a mouse model of TSC and focal cortical dysplasia type II with epilepsy (54, 55). FLNA may lead to hyperexcitability by regulating the insertion of ion channels within the membrane (56, 57). *Gba* encodes RAN guanine nucleotide release factor and is found to interact with the Nav1.5 channel (*SCNA5*) in cardiac muscle cells and neurons. Through this mechanism, *Gba* could also influence neuronal excitably and thereby contribute to epileptogenesis (58).

The high sensitivity of RNA-Seq analysis allowed us to pick up subtle differences pointing toward a cumulative effect of mTOR-dependent changed ion channel expression. However, how this translates exactly to protein changes at the synapse or cell membrane remains unknown and would be difficult to establish due to the lack of sensitivity in Western blot and proteomic approaches. Although transcript levels are a poor predictor of protein abundance, a high predictive value was reported for membrane-associated proteins (like ion channels; ref. 59).

In line with previous studies (19), we observed increased soma sizes in *Tsc1-Cre^+^* neurons in both the hippocampus and the cortex; however, we observed an important difference between the 2 regions. The increased soma size observed in the SSCx could be rescued upon late rapamycin treatment and even resulted in smaller soma sizes when administered early. In contrast, increased hippocampal soma size could only be rescued by rapamycin upon early treatment. This could indicate that the rate of TSC1 decrease in the cortex has different kinetics compared with the hippocampus, but we previously reported (19) that this does not appear to be the case. Another explanation for this region-specific difference could be that mTOR fulfills different functions in different neuronal subtypes. This would be in line with the patch-clamp experiments showing no differences at any time point throughout epileptogenesis in the cortex, while it did result in early hippocampal changes. Furthermore, rapamycin rescued this phenotype in the hippocampus but did not affect the cortical neurons, suggesting a fundamental mTOR-related difference between brain regions. In addition, a recent study looking into neuronal subtypes of human epileptic and nonepileptic cortices concluded that some neuronal subtypes are more affected by epileptogenesis than others. For instance, neurons in L2/L3 SSCx could be less susceptible to epileptogenic changes than the hippocampal neurons (34).

We showed that targeted mTOR inhibition by rapamycin prevented or reversed hippocampal hyperexcitability upon early and late rapamycin treatment, respectively. Moreover, early intervention with rapamycin prevented widespread transcriptome changes. Given the major changes in gene expression that were observed upon seizure onset, our results further highlight the importance of treating epilepsy as specifically and early as possible to limit the damage induced by the seizures themselves (4, 6). Besides treatment with rapamycin (sirolimus) or its analog everolimus, other mTOR inhibitors could be exploited as well. Unfortunately, known mTOR pathway–specific inhibitors, including AZD5088 (dual mTOR) and PF4708671 (S6 kinase), are not as effective as rapamycin in inhibiting seizures in our mouse model (19). Potentially, a small molecule inhibitor that targets the small GTPase RHEB1 (60) could be a suitable candidate, since RHEB is the direct downstream target of TSC. Moreover, since we previously have shown that RHEB1 protein levels are the rate-limiting step in the TSC/mTOR pathway (61, 62) and the deletion of *Rheb1* can prevent seizures in the inducible *Tsc1* model (19), the activity of the pathway could potentially be reduced by antisense oligonucleotide–mediated targeting of *Rheb1* mRNA.

## Methods

### Mice

For patch-clamp experiments, male and female adult (8–10 weeks old) conditional *Tsc1*^fl/fl^-*Camk2*a-Cre^ERT2^ knockout mice (*Tsc1^tm1Djk^*: MGI: 2656240 and *Tg(Camk2a-cre/ERT2)2Gsc*: MGI: 3759305) were used as described previously (19). For the RNA-Seq experiments, hippocampal tissue was collected from 16- to 22-week-old male and female mice from the same mouse model. Mice were kept under a 12-hour light/12-hour dark cycle with ad libitum access to food and water. All mice received an i.p. injection of tamoxifen 20 mg/mL for 4 days, resulting in *Tsc1* deletion in CAMK2A neurons after tamoxifen injections in Cre^+^ carrying mice, hereafter called *Tsc1-Cre*^+^ mice: *Tsc1^fl/fl^-Tg(Camk2a-Cre^ERT2+^)*. Similar to Cre^+^ mice, littermates without Cre — *Tsc1^fl/fl^-Tg(Camk2a-CreERT*^–^*)* — received 4 tamoxifen injections and were used as controls (hereafter called *Tsc1-Cre*^–^). The experimenter checked the welfare of the epileptic mice daily.

### Slice preparation and electrophysiology

Coronal slices of 300 μm containing both dorsal hippocampus and SSCx were prepared at days 4, 6, 8, and 12 after gene deletion. The slicing solution contained (in mM) C_5_H_14_ClNO 110, KCl 2.5, NaH_2_PO_4_ 1.2, NaHCO_3_ 26, d-glucose 25, CaCl_2_ 0.5, and MgSO_4_ 10, while being saturated with 95% O_2_/5% CO_2_. After cutting, the slices were incubated at ±34°C for 5 minutes in cutting solution and then transferred to recording solution containing (in mM) NaCl 125, KCl 3, NaH_2_PO_4_ 1.25, NaHCO_3_ 26, d-glucose 10, CaCl_2_ 2 and MgSO_4_ 1 for another 15 minutes. Next, the slices were left at room temperature for an hour before the experiments.

Somatic whole-cell patch-clamp recordings were obtained from visually identified dorsal CA1 or layer 3 SSCx pyramidal neurons with an upright microscope using infrared-differential interference contrast optics (BX51WI, Olympus). All recordings were done at 30°C ± 1°C. All recordings were performed as previously described (18, 63). Series resistance was not corrected but monitored throughout the experiment. Only recordings with a stable series resistance lower than 20 MΩ were included. Membrane potentials were not corrected for liquid junction potential. Resting membrane potential was measured immediately after the break-in. The internal solution (pH of 7.2–7.4 adjusted with KOH and osmolarity of 280 ± 3) contained (in mM): K-gluconate 125, NaCl 10, HEPES 10, EGTA 0.2, MgATP 4.5, NaGTP 0.3, and Na-phosphocreatine 10 for the current clamp experiments. For voltage-clamp experiments it contained (in mM) cesium gluconate 125, CsCl 5, NaCl 8, HEPES 10, EGTA 1, K-phosphocreatine 2, MgATP 2, and NaGTP 0.3. For the sIPSC experiments, we used a high-chlorine intracellular solution, which contained (in mM) K-gluconate 77, KCl 77, HEPES 10, EGTA 0.2, MgATP 4.5, NaGTP 0.3, and Na-phosphocreatine 10.

### Recording protocols and analysis

#### Current clamp.

Action potentials were triggered from a holding potential of –70 mV by 750 ms square step current starting at –300 pA with increments of 20 pA. Action potentials were analyzed using Clampfit 10.7.0.3 (Molecular Devices). For each cell, the number of action potentials per sweep was counted, and the properties of the first action potential at rheobase were analyzed. The parameters taken into account were: maximum rise time, maximum decay time, amplitude, half-width, and threshold. The threshold was calculated by plotting the first derivative of the trace. The threshold was defined when the first derivative was lower than 10 mV/ms. Adaptation ratios were calculated by dividing the time between the first 2 action potentials (T1) and the last 2 action potentials (T2) of the sweep where 16–18 action potentials were observed. The cells that did not reach that number were left out of this analysis (see figure legends for *n*).

#### Voltage-clamp.

Action potential–dependent sEPSCs and sIPSCs were recorded as previously described (64) in the absence of tamoxifen (TTX). sEPSCs were recorded in the presence of 10 μM bicuculine and sIPSCs in the presence of 10 μM cyanquixaline (CNQX). mEPSCs and mIPSCs of the same cell were recorded in the presence of 1 μM TTX. The analysis of mEPSC and mIPSC frequency and properties, as well as the ratios, were calculated for each cell as previously described (64). At least 50 events were manually selected to analyze further event kinetics. Recordings with fewer events were excluded from further analysis.

To measure the AMPA-NMDA currents, glutamatergic inputs in striatum radiatum were stimulated in the presence of bicuculine (10 μM) using an extracellular double-well capillary glass electrode. First, the AMPA current was triggered while holding the cell at –70 mV, for 10 repetitions. Second, the holding potential was set at +40 mV to record NMDA current for another 10 repetitions. From the recordings, an average of 10 sweeps was taken for each cell. To obtain the NMDA current, the peak amplitude at +40 mV was calculated at a time point when the AMPA current decayed to more than 10% of its peak amplitude.

### Drugs

For some experiments, mice received a daily i.p. injection with 5 or 10 mg/kg rapamycin (LC Laboratories) on day 4 after gene deletion (*Tsc1-Cre^+^*-Rap 4) or on day 8 after gene deletion (*Tsc1-Cre^+^*-Rap 8). Doses were based on previous studies from our lab (19). TTX and bicuculine were obtained from Invitrogen. To record sIPSCs, 10 μM CNQX was used to block AMPA currents.

### Immunohistochemistry and soma size measurement

After the patch-clamp experiments, slices were fixated overnight in 4% paraformaldehyde at 4°C. Slices were stained according to the previously published methods (19, 65). In short, slices were preincubated in a 10% normal horse serum and 0.5% of Triton X-100 solution (MilliporeSigma T8787). The primary antibody was incubated overnight (NeuN 1:1000 anti-rabbit; MilliporeSigma, ABN78). The secondary antibody was applied for 3 hours at room temperature (1:200 anti-rabbit, A488; Thermo Fisher Scientific, AB_143165), followed by a DAPI staining (1:10.000; Invitrogen, D3571). Pictures were taken with a Zeiss confocal microscope at 40× original magnification. Soma sizes were measured using Zen software (version 7.0; 2011).

### RNA isolation

RNA was extracted from *Tsc1-Cre^+^* mice at 4 different time points during epileptogenesis: day 4, day 6, day 8, and day 13. RNA was extracted from *Tsc1-Cre*^–^ mice on day 8 after tamoxifen injection and *Tsc1-Cre*^+^ treated with 10 mg/kg rapamycin on day 13 (*Tsc1-Cre^+^*-Rap). Mice were anesthetized with isoflurane before decapitation. The hippocampi were isolated and immediately homogenized in TRIzol (15596-026, Invitrogen). Total RNA was isolated using the PureLink RNA Mini Kit (12183018A, Thermo Fisher Scientific) according to the manufacturer’s instructions.

### RNA-Seq library preparation and sequencing

Library preparation and sequencing were completed at Philips (Eindhoven, the Netherlands). Stranded total RNA libraries were prepared using the Illumina TrueSeq Stranded Total RNA LT kit (with Ribo-Zero Gold Human/Mouse/Rat). Sequencing was performed on the Illumina NextSeq 500, producing paired-end reads of 76 nucleotides in length.

### Analysis of RNA-Seq data

For RNA-Seq analysis, the raw sequencing data of the murine hippocampal samples, as well as the raw data of human tubers and controls previously published by Mills et al. 2017 (47), were imported into the Galaxy platform (66). CutAdapt (Galaxy Version 1.16.5) was used to trim reads of low sequencing quality (threshold of 20), filtering out reads with a read length less than 50 nucleotides (mouse) and human 75 nucleotides (Mills et al. 2017) (47). After read quality was ensured (FastQC; Galaxy Version 0.72+galaxy1; http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), reads were mapped to the mouse reference genome GRCm38/mm10 or the human reference genome GRCh38 utilizing default settings of the STAR algorithm (Galaxy Version 2.7.2b; ref. 67). Transcript assembly was guided by the reference annotation file Gencode version M24 for mouse or version V34 for human (68). To assess counts per gene, we analyzed the mapped data sets with the featureCounts tool (Galaxy Version 1.6.4+galaxy1; ref. 69). For the PCA, normalized gene expression counts were analyzed with the DESeq2 tool (Galaxy Version 2.11.40.6+galaxy1; ref. 70). DE genes for each time point versus *Tsc1-Cre*^–^ as control were assessed: adjusted *P* < 0.05, fold change abs(log_2_FC) > 0.5. Volcano plots were generated via the Volcano Plot tool (Galaxy Version 0.0.3). The KEGG BRITE database for ion channel genes (BRITE: 04040) and the GO term action potential (GO: 0001508) were utilized as a reference for further analysis (71–73). Transcripts with an expression level higher than 10 in 50% of all samples were considered truly expressed. To generate an unsupervised clustered heatmap (complete, Euclidian, on rows and columns), the heatmap2 tool (Galaxy Version 3.0.1) was used. All data have been deposited and are accessible through the NCBI’s Gene Expression Omnibus (GEO) (74) by using the GEO number GSE164306 or by following the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164306

### Statistics

Experimental groups for patch-clamp experiments consisted of at least 3 mice, and on average 3 slices of the dorsal hippocampus were used. Per slice, on average 3 cells were recorded. A maximum of 8 randomly picked cells per animal were taken into the final analysis. Each time point had its control group, except for the rapamycin-treated groups (Figure 3, B and C; and Figure 4, E and F), where 1 control group was used.

The average soma size was calculated per slice, based on 15 to 20 cells. Cells of at least 3 mice in each group were measured. The values mentioned are averages ± SEM.

Data were analyzed by using GraphPad Prism 8.0. In general, data were tested on Gaussian distribution, and based on that, groups were compared with a 2-sided parametric or nonparametric test. Excitability experiments were analyzed with a 2-way RM ANOVA with genotype or treatment condition as main effect and number of action potentials as the dependent variable. A *P* value of less than 0.05 was considered significant. A 1-way ANOVA was used to analyze soma size and DE genes over time with Dunn’s test as a post hoc test and *Tsc1-Cre*^–^ as a control group.

### Study approval

All animal experiments were conducted following the European Commission Council Directive 2010/63/EU (CCD approval AVD1010020172684) and approved by the institutional animal care and use committee of the Erasmus MC, Rotterdam, the Netherlands.

## Author contributions

LMCK conducted, acquired, and analyzed the electrophysiological data and stainings. EN analyzed the full RNA-Seq data set. IW performed and analyzed stainings. MPO acquired the RNA-Seq samples. LMCK, DCR, and YE designed the experiments and wrote the main manuscript. All authors contributed to the final version of the manuscript. LMCK was assigned as first co–first author based on being the person who held the most responsibility for the project. EN was assigned as econd co–first author based on major contributions to the manuscript: performing experiments, performing analysis, and providing scientific input.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
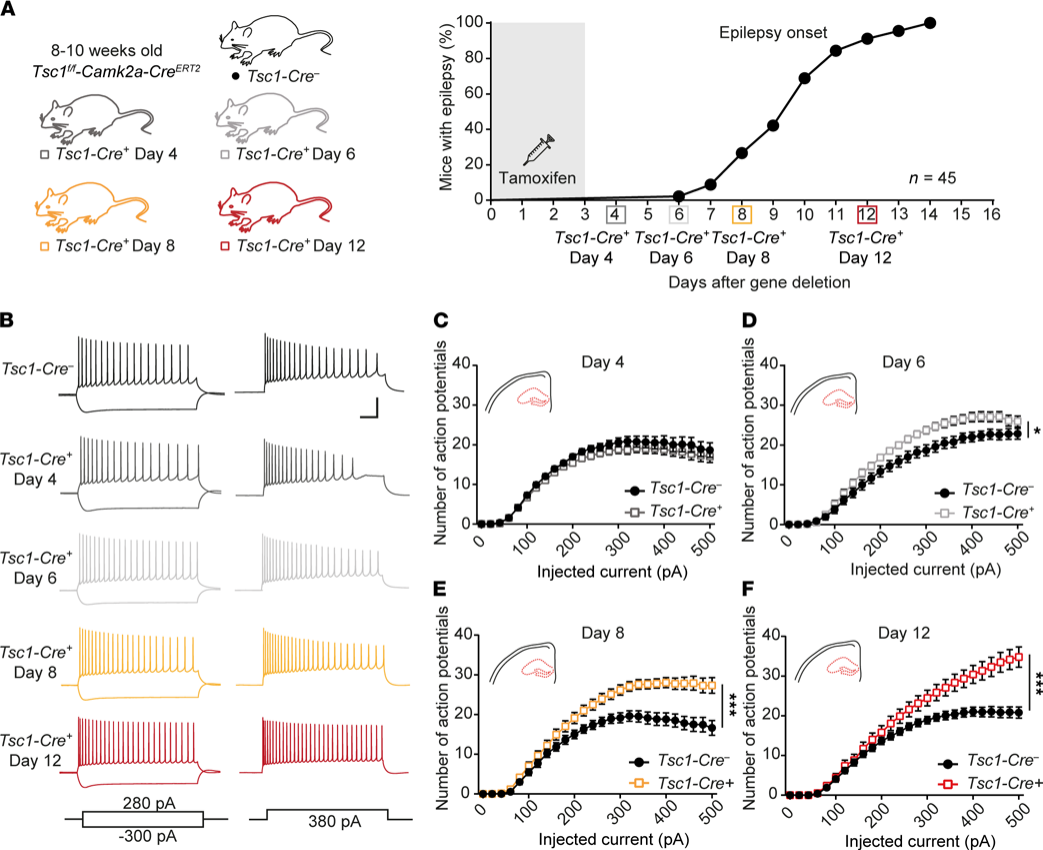
Increased action potential firing throughout epileptogenesis. (**A**) Conditional, Cre-dependent, homozygous *Tsc1* mouse model, color-coded for each experimental day (left) and timeline (right) of the experiments performed throughout epileptogenesis along with percentages of seizure onset on different days (based on previously published data; ref. 19). Squares on the timeline show the day of the patch-clamp measurements. (**B**) Representative examples of the whole-cell patch-clamp recordings from CA1 pyramidal neurons showing voltage responses to the current injection shown at the bottom. Scale bar indicates 100 ms and 40 mV. (**C**–**F**) Average number of action potentials of CA1 pyramidal neurons in response to increasing current injections of *Tsc1-Cre*^–^ and *Tsc1-Cre^+^* mice measured on day 4 (**C**), day 6 (**D**), day 8 (**E**), and day 12 (**F**) after gene deletion (day 4: *Tsc1-Cre*^–^ *n* = 22, 4 mice; *Tsc1-Cre^+^* *n* = 16, 3 mice; day 6: *Tsc1-Cre^–^* *n* = 16, 3 mice; *Tsc1-Cre^+^* *n* = 16, 3 mice; day 8: *Tsc1-Cre*^–^ *n* = 22, 5 mice; *Tsc1-Cre^+^* *n* = 22, 5 mice; day 12: *Tsc1-Cre*^–^ *n* = 21, 5 mice; *Tsc1-Cre^+^* *n* = 21, 5 mice; 2-way RM ANOVA).*P < 0.05, ***P < 0.001.

**Figure 2:**
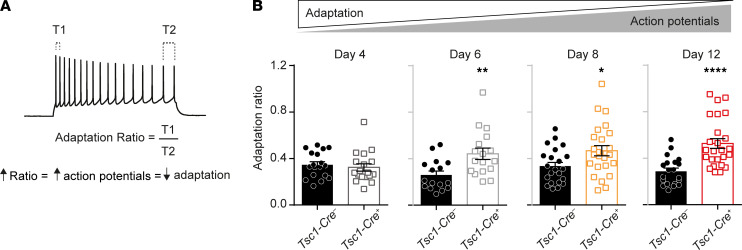
Increased adaptation ratio reflecting less adaptation in TSC neurons progressing throughout epileptogenesis. (**A**) Calculation of the adaptation ratio dividing the time (ms) between the first 2 fired action potentials and last 2 action potentials at sweeps where 16–18 action potentials were fired. (**B**) Averaged adaptation ratios throughout epileptogenesis (day 4: *Tsc1-Cre*^–^ *n* = 18, 3 mice; *Tsc1-Cre^+^* *n* = 18, 3 mice; day 6: *Tsc1-Cre*^–^ *n* = 16, 3 mice; *Tsc1-Cre^+^* *n* = 17, 3 mice; day 8: *Tsc1-Cre*^–^ *n* = 22, 3 mice; *Tsc1-Cre^+^* *n* = 25, 3 mice; day 12: *Tsc1-Cre*^–^ *n* = 20, 3 mice; *Tsc1-Cre^+^* *n* = 25, 3 mice). A 1-way ANOVA and Dunnett’s post hoc was used with *Tsc1-Cre^–^* as control. Error bars indicate SEM. *P < 0.05, **P < 0.01, ****P < 0.0001.

**Figure 3:**
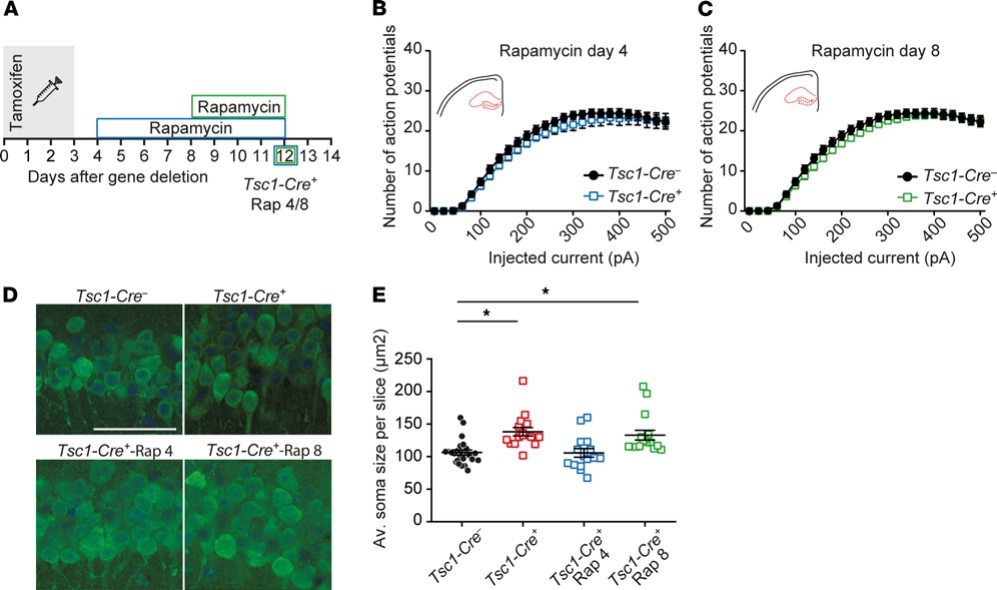
In vivo rapamycin treatment rescues hippocampal hyperexcitability and soma size. (**A**) Experimental timeline of rapamycin treatments (5 mg/kg) where blue illustrates early treatment starting immediately, on day 4 (1 day after the last tamoxifen injection), and green indicates treatment starting on day 8. The squares indicate the day of patch-clamp measurements. (**B** and **C**) Average number of action potentials of pyramidal CA1 neurons after increasing current injections of *Tsc1-Cre*^–^ and *Tsc1-Cre^+^* mice measured on day 12 with rapamycin treatment starting on day 4 (*Tsc1-Cre*^–^ *n* = 30, 4 mice; *Tsc1-Cre^+^* -Rap 4 *n* = 26, 4 mice) and day 8 (*Tsc1-Cre^+^* -Rap 8 *n* = 26, 4 mice; 2-way RM ANOVA). (**D**) Representative confocal pictures with a NeuN and DAPI staining of CA1 pyramidal neurons of *Tsc1-Cre*^–^ and *Tsc1-Cre^+^* day 12, *Tsc1-Cre^+^*-Rap 4, and *Tsc1-Cre^+^*-Rap 8 mice. Scale bar indicates 50 μm. (**E**) Average soma size per slice (15–20 cells per slice) per group (black: *Tsc1-Cre*^–^: *n* = 24, 5 mice; red: *Tsc1-Cre^+^* day 12: *n* = 16, 4 mice; blue: *Tsc1-Cre^+^* -Rap 4: *n* = 15, 3 mice, and green: *Tsc1-Cre^+^* -Rap 8: *n* = 16, 4 mice; 1-way ANOVA; Dunnett’s with *Tsc1-Cre^–^* as control). Error bars indicate SEM. *P < 0.05.

**Figure 4:**
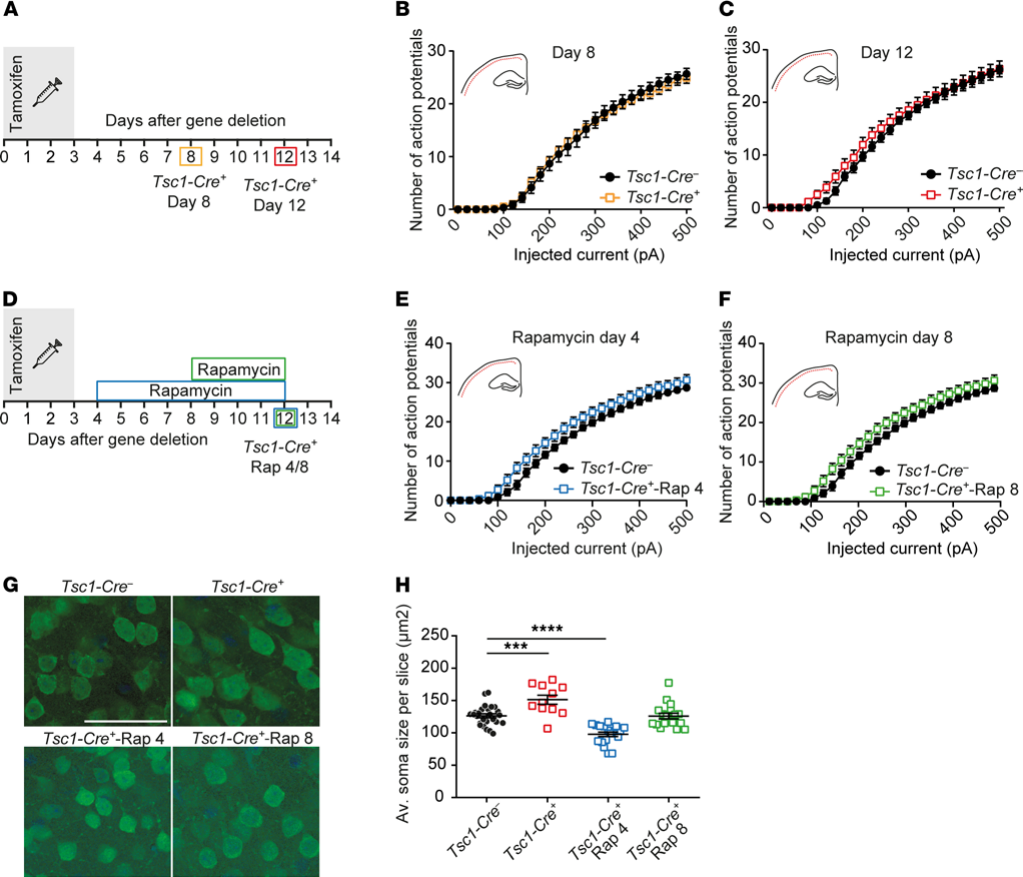
Normal intrinsic firing properties during epileptogenesis but increased mTOR-dependent soma size increase in SSCx L2/L3 pyramidal neurons. (**A**) Timeline of the patch-clamp experiments. The colored squares indicate the day of patch-clamp measurements. (**B** and **C**) Average number of action potentials of SSCx L2/L3 pyramidal neurons after increasing current injections of *Tsc1-Cre^–^* and *Tsc1-Cre^+^* mice measured on day 8 (**B**: *Tsc1-Cre^–^* *n* = 16, 4 mice; *Tsc1-Cre^+^* *n* = 19, 5 mice) and day 12 after gene deletion (**C**: *Tsc1-Cre^–^* *n* = 22, 4 mice; *Tsc1-Cre^+^* *n* = 23, 3 mice; 2-way RM ANOVA; Dunnett’s with *Tsc1-Cre^–^* as control). (**D**) Experimental timeline of the patch-clamp experiments and fluorescence staining for NeuN (green) and DAPI (blue). The squares indicate the day of patch-clamp measurements. (**E** and **F**) The average number of action potentials of L2/L3 pyramidal neurons in the SSCx after increasing current injections of *Tsc1-Cre^–^* and *Tsc1-Cre^+^* mice measured on day 12 with rapamycin treatment starting on day 4 (*Tsc1-Cre^–^* *n* = 13, 4 mice; *Tsc1-Cre^+^*-Rap 4 *n* = 11, 4 mice) and day 8 (*Tsc1-Cre^+^*-Rap 8 *n* = 15, 4 mice; 2-way RM ANOVA; Dunnett’s with *Tsc1-Cre^–^* as control). (**G**) Representative confocal pictures with a NeuN (green) and DAPI (blue) staining of SSCx L2/L3 pyramidal neurons of *Tsc1-Cre^–^*, *Tsc1-Cre^+^* day 12, *Tsc1-Cre^–^*-Rap 4, and *Tsc1-Cre^+^*-Rap 8 mice. Scale bar demonstrates 50 μm. (**H**) Average soma size SSCx L2/L3 pyramidal neurons per slice (15–20 cells per slice) per group (black: *Tsc1-Cre^–^*: *n* = 24, 5 mice; red: *Tsc1-Cre^+^* day 12: *n* = 11, 4 mice; blue: *Tsc1-Cre^+^*-Rap 4: *n* = 19, 3 mice, and green: *Tsc1-Cre^+^*-Rap 8: *n* = 18, 4 mice; 1-way ANOVA; Dunnett’s with *Tsc1-Cre^–^* as control). Error bars indicate SEM. ***P < 0.001, ****P < 0.0001.

**Figure 5:**
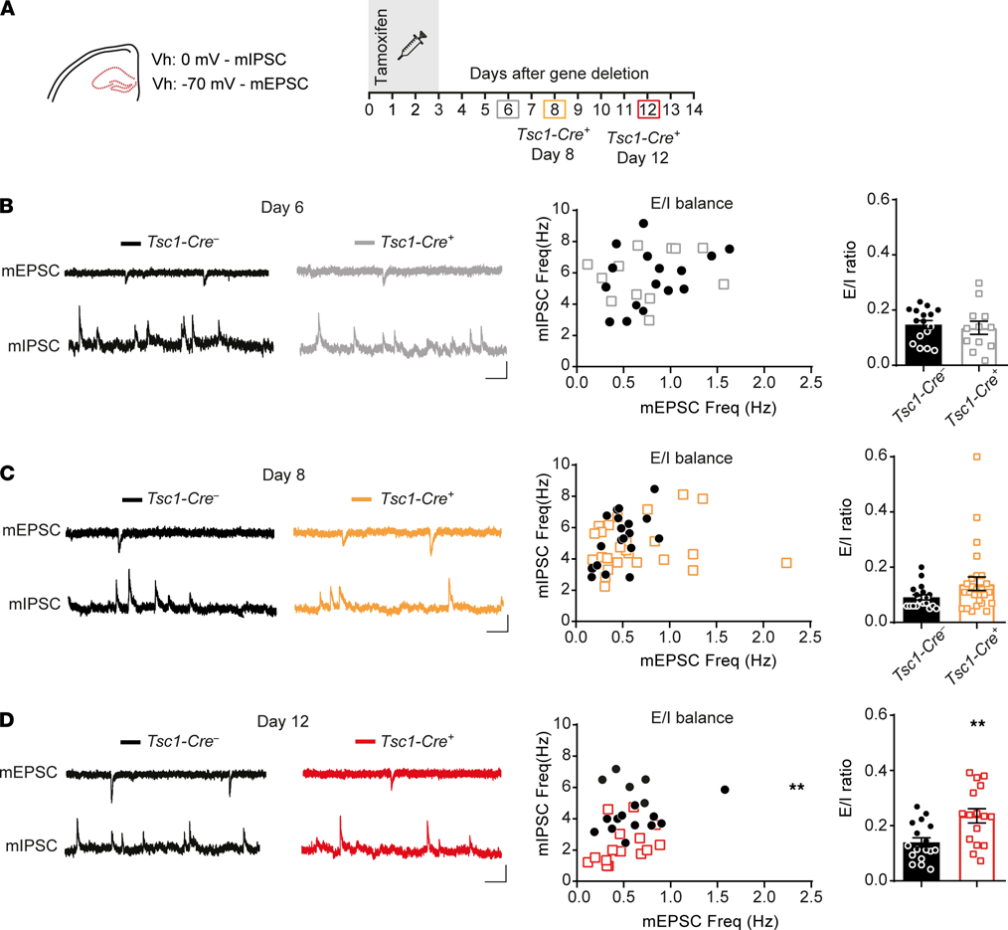
Hippocampal synaptic imbalance in late epileptogenesis. (**A**) Experimental timeline of the synaptic transmission measurements of CA1 pyramidal neurons. The colored squares indicate the day of patch-clamp measurements. Miniature inhibitory postsynaptic currents (mIPSCs) were recorded on a holding potential (Vh) of 0 mV and miniature excitatory postsynaptic currents (mEPSCs) at –70 mV in the presence of bath-applied tamoxifen. (**B**–**D**) Representative traces of mEPSCs and mIPSCs of *Tsc1-Cre*^–^ and *Tsc1-Cre^+^* mice (left) and scatter plots of averaged mIPSC and mEPSC frequencies for each cell (middle). The mEPSC/mIPSC frequency ratio of the same cells is depicted in the bar graph (right). In **B**, day 6 (*Tsc1-Cre*^–^ *n* = 16, 3 mice; *Tsc1-Cre^+^* *n* = 12, 3 mice; independent *t* test), **C**, day 8 (*Tsc1-Cre*^–^ *n* = 26, 4 mice; *Tsc1-Cre^+^* *n* = 30, 6 mice; independent *t* test) and **D**, day 12 (*Tsc1-Cre*^–^ *n* = 17, 4 mice; *Tsc1-Cre^+^* *n* = 16, 3 mice; independent *t* test). Scale bars indicate 100 ms and 20 pA. Error bars indicate SEM. **P < 0.01.

**Figure 6:**
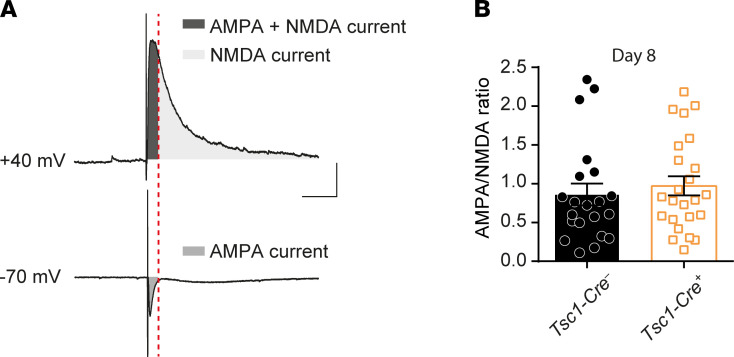
AMPA/NMDA ratio is unaffected in *Tsc1-Cre^+^* day 8 mice. (**A**) Method of AMPA- and NMDA-dependent current isolation for each cell by extracellular stimulation. To isolate the NMDA current, the first part of the +40 mV recorded current (AMPA + NMDA current; dark gray) was left out. (**B**) The calculated average AMPA/NMDA ratio of *Tsc1-Cre^–^* and *Tsc1-Cre^+^* recorded on day 8 after gene deletion is shown (*Tsc1-Cre^–^* *n* = 16, 3 mice; *Tsc1-Cre^+^* *n* = 12, 3 mice; independent *t* test). Scale bars indicate 100 ms and 100 pA. Error bars indicate SEM.

**Figure 7:**
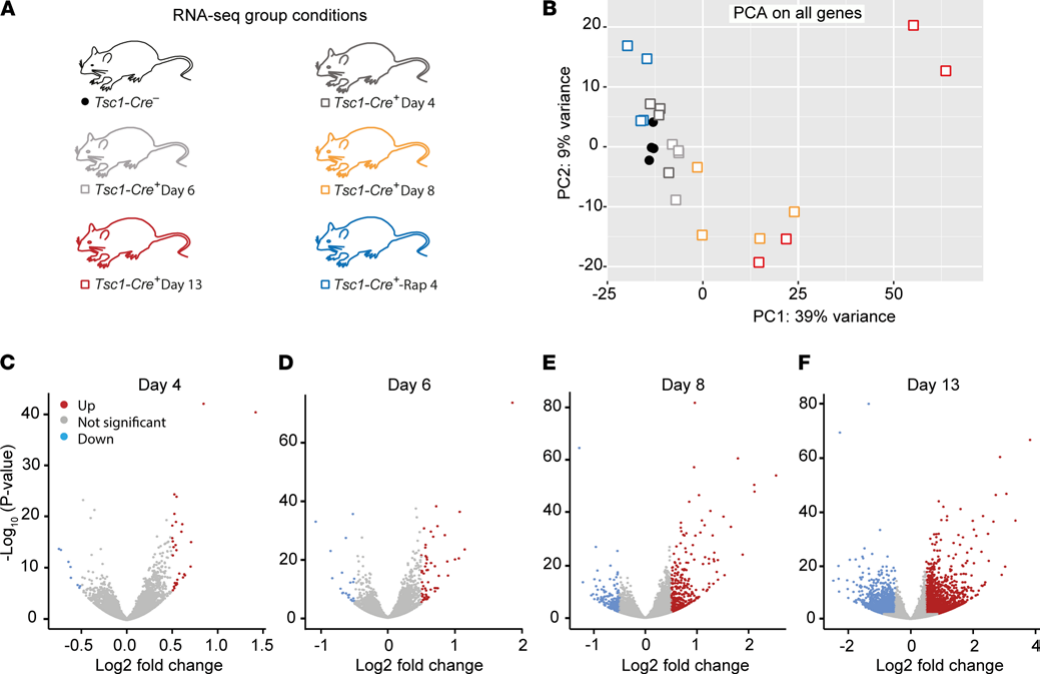
mTOR-dependent epileptogenesis affects the hippocampal transcriptome. (**A**) Experimental group conditions of the RNA-Seq samples. All groups included 4 mice. (**B**) Principal component analysis (PCA) plot of all mice included in the RNA-Seq analysis showing the variation between and within conditional groups. (**C**–**F**) Volcano plots showing the significance of upregulated (red) and downregulated (blue) genes of *Tsc1-Cre^+^* day 4, *Tsc1-Cre^+^* day 6, *Tsc1-Cre^+^* day 8, and *Tsc1-Cre^+^* day 13 mice compared with *Tsc1-Cre*^–^ mice.

**Figure 8:**
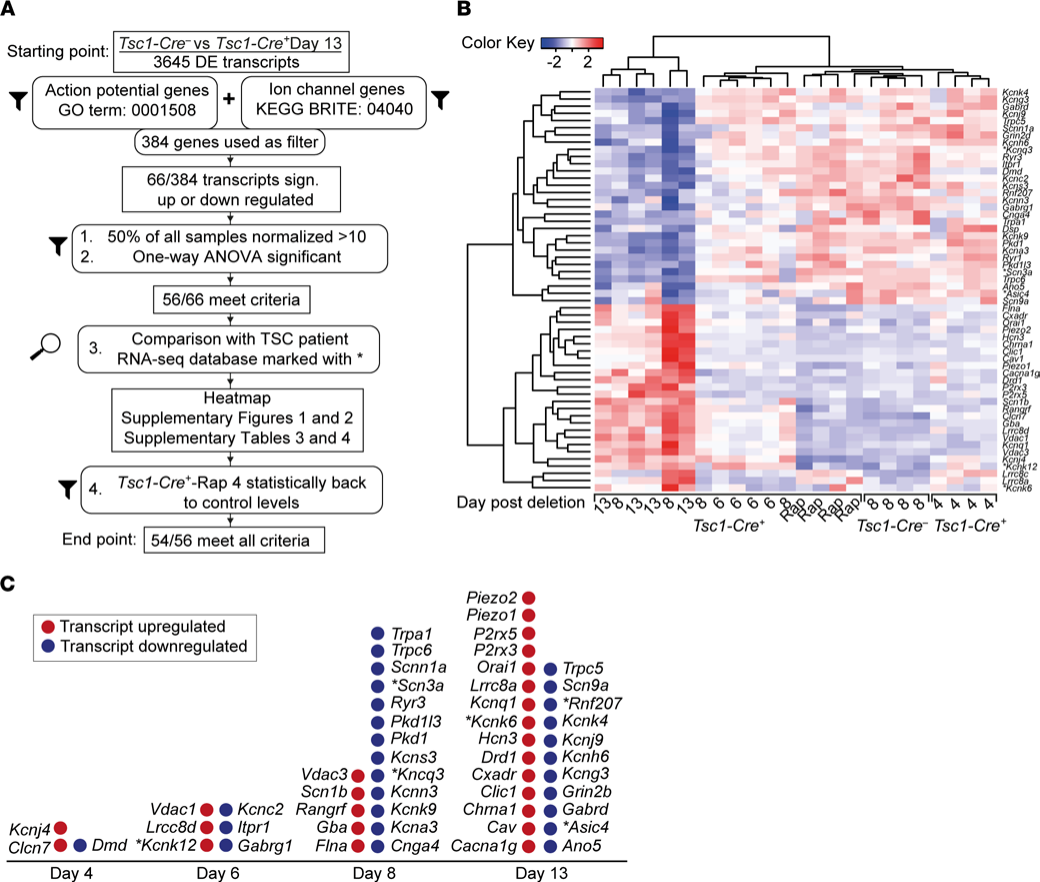
Fifty-four DE ion channel and/or action potential–related transcriptomes throughout epileptogenesis rescued upon rapamycin treatment. (**A**) Flowchart of the analysis used based on the KEGG BRITE 04040 and GO term action potential (GO: 0001508) gene lists and additional inclusion criteria used as a selection of genes of interest. At the start, 3645 DE transcripts from *Tsc1-Cre^+^* day 13 mice versus *Tsc1-Cre*^–^ mice were used to end up with 56 DE transcripts of which 54 were rescued with rapamycin treatment. (**B**) Heatmap depicting the *z* scores of the 56 genes identified (GO term 0001508 action potential) that are significantly up- or downregulated (indicated as red or blue) in *Tsc1-Cre^–^* and *Tsc1-Cre^+^* day 4, *Tsc1-Cre^+^* day 6, *Tsc1-Cre^+^* day 13, and *Tsc1-Cre^+^*-Rap 4 mice. (**C**) The 54 significant and rescued-upon-rapamycin genes of interest were plotted over time. If the gene was also found in the TSC patient RNA-Seq database, the gene is highlighted with an asterisk.

How the deposited data were processed for this re-analysis (not part of the article)

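RNA of the hippocampus of 24 mice was measured, 4 in each of 6 groups: *Tsc1-Cre-* controls, *Tsc1-Cre+* mice on day 4, 6, 8 and 13, and *Tsc1-Cre+*-Rap 4 mice. The group and the replicate letter of each mouse (A to D) come from its sample title in the public record, checked against the paper. The letters name different animals in each group, so the same letter in different groups was tried as a pairing only in an alternative fit.

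The authors trimmed the reads with CutAdapt, aligned them with STAR to GRCm38 and counted them per gene of the GENCODE annotation with featureCounts, and they deposited these read counts without normalization, as whole numbers, 1 library per mouse. The paper's text does not name the strand setting of the counting or its handling of reads that align to several places, so overlapping genes and similar gene copies are reported as uncertain. The values hold 55385 gene identifiers, of which 44657 have at least 1 count in any mouse. Gene names, coordinates and gene types come from GENCODE M21 on the same genome build, an earlier release than the authors used, in which 55144 of the identifiers were found, 54487 with the same version number.

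Total counts per mouse ranged from 28208561 to 126435936, with a median of 55582027 and a ratio of highest to lowest of 4.48. No gene took more than 4.42% of the counts of a mouse. A gene with few counts, such as *Rangrf* with a mean of 9.25 per mouse, cannot show a small difference at this depth.

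Each group was compared with the controls, and the rapamycin group also with day 13, by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, on the 8 mice of the comparison, with edgeR's filter on low counts, TMM normalization and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.5. The 56 genes of Fig. 8B were read by name from that figure and tested across the 6 groups by an F test of edgeR over 27110 genes. The permutation test for these genes divides by a spread pooled over all 6 groups, day 13 included, so it can miss small changes in the other groups. Single values per mouse were compared by two-sided exact permutation tests over the 70 arrangements of 4 mice against 4, which cannot give a p below 0.0286. The PCA used the variance-stabilizing transformation of DESeq2 1.42.0. Genes called at each time point were named by a rule: the 3 largest rises and the 3 largest falls with no overlap between the 8 mice and a mean CPM of at least 1, and every gene of Fig. 8B and of the paper's discussion. For 15 sets of marker genes, the mean log2 CPM relative to the controls was compared in the same way, and the 75 tests were adjusted together. Genes near *Camk2a* and genes that part all 20 Cre-positive mice from the controls were looked up after the values were seen.

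On simulated counts with 200 genes changed 2-fold among 24684 genes, the edgeR test recovered 86.5% of them and called 11 unchanged genes. DESeq2 recovered 94.5% and called 31 unchanged genes among 25084, the edgeR fit with the replicate block recovered 85.0% and called 18 among 24684, and the F test recovered 92.5% and called 8 among 25081.

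The alternatives were DESeq2 on the same mice or on all 24 mice, edgeR on all 24 mice, DESeq2 size factors, no filter on low counts or the paper's own filter, the replicate letter as a block, the series of animal numbers as a block on day 8, the level of *Xist* as a covariate, adjustment over the genes of Fig. 8B alone and a permutation test over all groups for these genes, other thresholds, other genes and transformations for the PCA, and each mouse left out in turn. These, the groups, the tests and the rule for named genes were set before the data were examined. Thinning of the counts to the smallest library, the level of *Ttr* as a covariate, a correction for GC content, shrunken fold changes in DESeq2 and a PCA without chromosomes X and Y were added after the data were seen. The sex of each mouse, the curated gene list, the seizure counts, the electrophysiology and the human tissue data were not used here. Results for some genes are not reported here.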

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

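The tests of the splits of the mice, of *Xist*, *Ttr* and chromosomes X and Y, of *Esr1* and *Arsi* and of the day 6 gene sets were chosen only after the result was seen; those of GC content and gene length under rapamycin were not.

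Under rapamycin 352 genes were called against control, a comparison whose number of DE genes the paper does not report. With *Xist* as a covariate 75.6% of them were called again and with *Ttr*, a choroid plexus gene, 89.5%, and 3.41% lie on chromosome X or Y, against 3% of the tested genes. The fold changes correlated with GC content across genes (Spearman's rho -0.228) and little with exon length (0.0760), while the largest such values among 3 contrasts of control mice were 0.105 and 0.0729. After a correction for GC content, added after the data were seen, rho was 0.000222, 333 genes were called and 86.1% of the 352 were among them, so GC content may explain part of the result but not all of it. Of the 8 splits of the mice that part all same-letter pairs, 1, the real one, gave as many genes. Among the other 27 splits, which part fewer such pairs, the most was 17. With 8 splits the share cannot fall below 0.125, so these alone cannot tell the result apart from an accidental grouping. The letters do not pair the animals, and over all 35 splits only the real one gave as many genes. The result cannot be told apart from the cohort of the animals or from their longer time since tamoxifen.

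*Esr1* (log2 fold change 3.22 on day 4, edgeR adjusted p = 4.13e-08) and *Arsi* (2.448, edgeR adjusted p = 4.17e-05) were higher than in all control mice in each of the 20 Cre-positive mice. The paper does not discuss them. *Arsi* lies 7057 base pairs from *Camk2a* on chromosome 18, and the transgene carries *Camk2a* sequence and a part of the estrogen receptor. Reads from the transgene are a candidate explanation, in line with the rise in all 20 mice. A response to mTOR signaling would be reversed by rapamycin, but the lower ratio of the change under rapamycin to that on day 13 was 0.757. *Camk2a* did not show this pattern, and its neighbor *Slc6a7* showed it in part. *Camk2a* lay above all controls in 7 of the 20 mice, with log2 fold changes of 0.363 on day 4 and -0.009 on day 13. *Slc6a7*, 7228 base pairs from *Camk2a*, did so in 19 of 20. Its log2 fold change was 0.996 on day 13 and 0.271 under rapamycin (edgeR adjusted p = 0.0872 under rapamycin). The transgene insertion itself was not analysed here, so the explanation stays open.

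On day 6 the mean of 12 target genes of ATF4 was 0.6205 above control on the log2 scale, higher in 4 of 4 mice (exact permutation p = 0.0286, adjusted over 75 tests 0.0975), and in edgeR's tests 9 of the genes had an adjusted p under 0.05. With DESeq2 size factors the difference was 0.619 and with *Xist* as a covariate the mean log2 fold change was 0.631. The mean of 9 sterol synthesis genes was 0.5348 above control, in 4 of 4 mice (exact permutation p = 0.0286, adjusted 0.0975), with 9 genes higher. Neither is under 0.05 after adjustment, but 4 mice against 4 cannot give a p below 0.0286, which 22 of the 75 tests share, so no set could have an adjusted value below 0.0975, and this value does not speak against a change. It was 0.534 with DESeq2 size factors and 0.5325 with *Xist*. Both could be early responses to the deletion, but the series of animals and the time since tamoxifen differ between day 6 and control. On day 8, where they share series, the day 8 mice lay above the control mice within both series, 2 of 2, for each set, which does not settle day 6. Neither pattern can be told apart from a difference between cohorts or in time since tamoxifen.

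Day 13 and rapamycin mice moved to opposite sides of control in 3 gene sets, all mice of each group. The groups differed by 1.89 for late activity genes, 1.385 for sterol synthesis and 1.083 for lysosome genes on the log2 scale. The difference between the sets' means was not tested. Gene by gene, edgeR's comparison of rapamycin with day 13 gave an adjusted p under 0.05 and lower levels for 9 of 10, 9 of 9 and 12 of 12 genes.

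Of 233 groups of 4 mice, 17 had a mouse far from the other 3, where chance gives 11.7. The gap to the nearest mouse is given as a share of the group's range. It was 0.863 in controls, 0.84 on day 4 and 0.84 on day 6 for choroid plexus genes, 0.86 for sterol synthesis on day 4, 0.852 for late activity on day 6, 0.963 for lysosome genes on day 13 and 0.849 for blood genes under rapamycin. For the distance to the group mean on day 6 it was 0.856. Among genes it was 0.981 for *Arsi* on day 13, 0.841 for *Mir6236* on day 4, 0.922 for *Bfsp2* under rapamycin, 0.852 for *Kcnn3* on day 13, 0.893 for *Flna* and 0.859 for *Kcnk12* on day 8, and in controls 0.85 for *Ryr1*, 0.913 for *Flna* and 0.897 for *Scnn1a*. Choroid plexus RNA left in some hippocampi may explain the first 3: *Ttr* reached 1502 CPM in control mouse B and 18.42 to 39.86 CPM in the other controls. With *Ttr* as a covariate 84.3% of the genes called on day 4, 87% on day 6 and 87.5% on day 13 were called again, so it did not account for most of them. On day 8 the share was lower, at 68.3%, with 709 genes called against 1001. For the other values no biological explanation was tested.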

How the results depend on the processing

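The settings marked as added, and the tests of splits of the mice, were chosen only after the results were seen. The direction of change in the number of genes called, rising from day 6 to day 8 and from day 8 to day 13, was the same in every setting that kept all mice. Where a count changed by more than 1.5 times, the cause was not tested.

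With edgeR fitted to all 24 mice, 29 genes were called on day 4, 84 on day 6 and 162 under rapamycin, against 172, 332 and 352 with 2 groups. DESeq2 on all 24 mice called 70 on day 4 and 132 on day 6, and the added setting with shrunken fold changes 57 and 101. With *Xist* as a covariate the counts were 107 on day 4 and 194 on day 6. Without a fold-change minimum, 1054, 2519, 3331 and 6696 genes were called on days 4, 6, 8 and 13 and 892 under rapamycin. With an absolute log2 fold change over 1, the counts were 35, 86, 277 and 1459, then 83 under rapamycin and 1807 for rapamycin against day 13. With an unadjusted p under 0.05 and the fold-change minimum, they were 750 on day 4, 918 on day 6, 2019 on day 8 and 1152 under rapamycin.

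Leaving out a mouse at a time gave from 83 to 211 genes on day 4, from 217 to 429 on day 6, from 586 to 1491 on day 8, from 2800 to 5305 on day 13 and from 235 to 348 under rapamycin. The count of the 56 genes with an adjusted p under 0.05 by day 8 ranged from 21 to 33. The share of day 13 genes not called under rapamycin ranged from 97.3% to 98.4% in these fits. It was 97.6% in the edgeR test, 96.9% with DESeq2, 98.9% with edgeR on all 24 mice and 95.0% by adjusted p alone. The 97.6% and the 95.0% count genes not tested under rapamycin as not called.

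With the 500 most variable genes, the PC1 difference from control was -0.266 on day 4, 0.610 on day 6 and -1.89 under rapamycin, against 2.10, 6.98 and -4.83 with all genes. The cause was not tested. With each mouse left out, it ranged from 1.07 to 3.45 on day 4, from 6.24 to 7.76 on day 6, from 21.8 to 32.0 on day 8, from 53.1 to 74.4 on day 13 and from -5.45 to -3.25 under rapamycin. In the fits that left out a control mouse, the exact permutation p was 0.0571 for days 8 and 13 in all 4 fits and under rapamycin in 3 of 4, and with a mouse of the group itself left out it was 0.0286 for each of these groups. On day 6 it was 0.0286 in all 8 fits. On day 4, where it was 0.143 with all mice, it was 0.0286 without day 4 mouse C, with a difference of 3.45, and from 0.2 to 0.543 in the other 7 fits. The ratio of spread on day 13 ranged from 1.39 to 1.71 in such fits. A group with a mouse left out lies closer to its own mean, so part of that range is built in. With all mice kept the ratio was 1.27 with edgeR log2 CPM and 1.96 with the 500 most variable genes (exact permutation p = 0.0286 each). The distances within a group share its estimated mean, so these p-values can be too small. The odds ratio of ion channel genes on day 13 was 1.37 with DESeq2 (Fisher's exact p = 0.0356), 1.30 with edgeR (Fisher's exact p = 0.107) and 1.28 with edgeR among genes in the same expression range (Fisher's exact p = 0.141).

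With the replicate letter as a block, 163, 299, 797 and 3546 genes were called on days 4, 6, 8 and 13, 365 under rapamycin and 4531 for rapamycin against day 13, against 172, 332, 1001, 4101, 352 and 5123 without the replicate block. The mean correlation of the deviations of mice with the same letter was 0.0266, -0.0116, -0.0433, 0.0367, 0.0043 and -0.0221 in these comparisons, so the letters do not pair the animals.

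The only gene whose direction reversed was *Dmd* under rapamycin, with a log2 fold change from -0.0724 to 0.0025 across the fits that each left out a mouse, a difference within the error in all of them. Over 161 gene and set results recomputed 1268 times, 125 recomputations lost the threshold in the same direction and 15 gained it. The depth limits genes with few counts: *Rangrf* did not pass the filter on low counts in most comparisons, and with counts thinned to the smallest library, an added setting, 80.8% of the day 13 genes were called again.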

Differences from the paper's values

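The settings marked so, and the comparison of single genes of Fig. 8C across all settings, were chosen only after the result was seen. On day 4 the paper's counts are 29 genes up and 8 down, against 86 and 86 here. Of the alternatives set before the data were examined, edgeR on all 24 mice, with 21 up and 8 down, came within 1.5 times of both, and the others did not. On day 6 the paper's counts are 56 up and 20 down, against 162 and 170. With edgeR on all 24 mice they were 60 and 24, and with an absolute log2 fold change over 1 there were 39 up; the other alternatives set before the data were examined did not come within 1.5 times. Shrunken fold changes in DESeq2 on all 24 mice, chosen after seeing the values, gave 38 up on day 4, within that range, and 69 up on day 6, but 19 and 32 down, outside it.

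On day 8 the paper's count of lower genes is 243, against 462. The replicate block gave 349, the fits without control mouse A, B, C or D gave 335, 281, 289 and 261, and those without day 8 mouse A or C gave 229 and 358. The other alternatives set before the data were examined did not come within 1.5 times, and the level of *Ttr* as a covariate, chosen after seeing the values, gave 316. The paper's increase in DE genes from day 6 to day 8 is 7-fold, against 3.02-fold. It was 8.57-fold with DESeq2 on all 24 mice and 5.16-fold with *Xist* as a covariate, within 1.5 times, and 9.36-fold with shrunken fold changes, chosen after seeing the values. No other alternative came within that range.

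The paper gives the *Dmd* transcript as increased from day 4 in its text and places it among the genes that fell in Fig. 8C. Here it was lower on day 4 (log2 fold change -0.28, edgeR adjusted p = 0.0110; 1.26e-05 to 0.258 over the fits with all mice kept) and on day 13 (-0.53, edgeR adjusted p = 0.0158), while on days 6 and 8 the change was within the error (edgeR adjusted p = 0.159 and 0.138). The paper gives *Ryr1* as a trend and *Ryr3* as significantly reduced on day 8. In edgeR's test *Ryr1* had an adjusted p of 0.0356 and *Ryr3* of 0.0528. *Ryr1* was at 0.05 or more with edgeR on all 24 mice (0.0756), without control mouse A, B, C or D or day 8 mouse A, and with the level of *Ttr* as a covariate (0.0641), which was chosen after seeing the values. *Ryr3* was under 0.05 with DESeq2 on 2 groups (0.0193) or on all 24 mice (0.0113), edgeR on all 24 mice (0.028), the animal code as a block (0.0488), *Xist* as a covariate (0.041), no filter on low counts (0.0333) and without day 8 mouse B (0.0214), and with thinned counts or shrunken fold changes, chosen after seeing the values. Over the fits with all mice kept, the range of the adjusted p over all tested genes was 0.00982 to 0.0756 for *Ryr1* and 0.0113 to 0.0656 for *Ryr3*. The permutation test that compares all groups with control at the same time, set before the data were examined and unadjusted over genes, gave a permutation p of 0.114 for *Ryr1* and 0.0128 for *Ryr3*, on the paper's sides of 0.05. Adjusted over the genes of Fig. 8B alone, *Ryr3* was at 0.0148 and *Ryr1* at 0.0107 in edgeR's test.

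In Fig. 8C *Kcnk9*, *Kcnn3*, *Pkd1l3* and *Trpa1* are reduced on day 8, and in edgeR's test their adjusted p was 0.0624, 0.0827, 0.0791 and 0.0802. *Kcnk9* was under 0.05 with DESeq2 on 2 groups or on all 24 mice, edgeR on all 24 mice, no filter on low counts and without day 8 mouse B, over a range of 0.0108 to 0.0999 with all mice kept. *Kcnn3* was under 0.05 with DESeq2 on 2 groups and without day 8 mouse C, over a range of 0.035 to 0.151. *Pkd1l3* was under 0.05 with DESeq2 on 2 groups or on all 24 mice and without day 8 mouse D, over a range of 0.0374 to 0.166. *Trpa1* was under 0.05 with DESeq2 or edgeR on all 24 mice, no filter on low counts and without day 8 mouse B, over a range of 0.0225 to 0.184. The same permutation test gave a permutation p of 0.0104 for *Kcnk9*, 0.0483 for *Kcnn3* and 0.00617 for *Trpa1*, and 0.0766 for *Pkd1l3*. Adjusted over the genes of Fig. 8B alone, a list of the paper's own calls, the edgeR adjusted p was 0.0186, 0.0259, 0.0256 and 0.0256 for *Kcnk9*, *Kcnn3*, *Pkd1l3* and *Trpa1*. On day 6 edgeR's adjusted p was 0.00768 for *Kcnk9*, 0.0132 for *Kcnn3* and 0.0268 for *Trpa1*, all lower than in controls. Shrunken fold changes also brought *Kcnk9*, *Pkd1l3* and *Trpa1* under 0.05 on day 8, and thinned counts *Trpa1*, both chosen after seeing the values.

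*Kcnc2* is reduced on day 6 in Fig. 8C, and here its adjusted p was 0.0522 in edgeR's test. It was under 0.05 with no filter on low counts, the replicate letter as a block, without control mouse B or C or day 6 mouse A, and with thinned counts, chosen after seeing the values, over a range of 0.00504 to 0.224 with all mice kept. *Asic4* and *Kcnh6* are reduced on day 13 in Fig. 8C, and here they were at 0.0984 and 0.147 in edgeR's test. Both were under 0.05 with DESeq2 or edgeR on all 24 mice, without day 13 mouse D, and with shrunken fold changes, chosen after seeing the values, over ranges of 0.0182 to 0.151 and 0.0219 to 0.246. Adjusted over the genes of Fig. 8B alone, *Kcnc2* (0.0174) and *Asic4* (0.0369) were under 0.05 in edgeR's test and *Kcnh6* (0.0638) was not. The permutation test over all groups gave a permutation p of 0.051, 0.0609 and 0.0689 for *Kcnc2*, *Asic4* and *Kcnh6*. The paper's text counts *Kcng3* among the genes reduced around day 8, while Fig. 8C places it on day 13. The protein name given beside it, Kv7.3, is that of *Kcnq3*. The paper's list of changes around seizure onset names *Kcnq3* and leaves out *Kcng3*. Both point to a slip in the symbol as the source of the difference. *Kcnq3* was lower on day 8 here (-0.42, edgeR adjusted p = 0.0477), but its adjusted p was 0.104 with edgeR on all 24 mice. On day 8 the adjusted p of *Kcng3* over all tested genes stayed between 0.217 and 0.432 with all mice kept (0.341 in edgeR's test), and it was 0.182 when adjusted over the genes of Fig. 8B alone, with a permutation p of 0.309 over all groups.

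*Rangrf* is increased on day 8 in Fig. 8C. It did not pass edgeR's filter on low counts for that comparison, and its level was 0.131 CPM on day 8 and 0.176 CPM in controls (exact permutation p = 0.114). The alternative fits that tested it were edgeR on all 24 mice and no filter on low counts. They gave log2 fold changes of -0.43 and -0.45 with edgeR adjusted p of 0.47 and 0.606. The permutation test over all groups, unadjusted over genes, gave *Rangrf* a permutation p of 0.507 on day 8. *Flna*, described as fully rescued, was below control under rapamycin (log2 fold change -0.46, edgeR adjusted p = 0.00140; 1.72e-10 to 0.025 over the fits with all mice kept). In the permutation test over all groups, unadjusted over genes, the permutation p was 0.151. That test divides by a spread pooled over all 6 groups, day 13 included, so this value does not speak for a full rescue. The paper's text places most day 8 mice with day 13 in the heatmap, and here 2 of 4 day 8 mice lay in that cluster.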

Other observations

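The tests of splits, of *Xist*, of chromosomes X and Y, of GC content and length on day 6, of depth in the genes called on day 13, of single mice and of the series of animals were chosen only after the result was seen.

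For the genes called on days 4, 6, 8 and 13 and for rapamycin against day 13, 1 of the 8 splits that part all same-letter pairs, the real one, gave as many genes. The most in another such split was 10 on day 6 and 8 for rapamycin against day 13. The other 27 splits, of which 24 part 2 such pairs and 3 part none, gave at most 68 genes on day 4, 69 on day 6 and 2 on day 8, and none gave as many as the real one in any of these comparisons. With 8 splits the share cannot fall below 0.125, so these alone cannot tell an accidental grouping apart. The letters do not pair the animals, and over all 35 splits of each comparison only the real one gave as many genes.

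*Xist* differed between the mice: mice A to D were at 3.12, 1055, 636.5 and 1070 CPM among controls and at 2.00, 1.53, 810.2 and 815.9 CPM on day 13. An unequal mix of female and male mice may contribute to the early counts: with *Xist* as a covariate, 41.3% of the day 4 genes and 46.7% of the day 6 genes were called again. Of the genes called, 3.49% on day 4 and 3.61% on day 6 lie on chromosome X or Y, close to the 3.07% of the tested genes.

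GC content may also contribute on day 4, with a correlation across genes of 0.347 against at most 0.109 among contrasts of control mice. After the correction, added after the data were seen, rho was 0.0281 and 115 genes were called, 61% of the 172 among them. On days 6, 8 and 13 the correlation was 0.108, 0.0803 and 0.0626. With exon length it was 0.00486 on day 4, -0.0339 on day 6, -0.115 on day 8 and -0.136 on day 13, the last 2 larger in size than the 0.0738 and 0.0730 among control contrasts, but under the limit of 0.2 set for the test. Depth did not account for the day 13 genes, of which 80.8% were called again after thinning.

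The day 13 mice were apart on PC2. Mice A and B come from the same series of animal numbers, and their mean PC2 was 43.5 above that of mice C and D. The difference was 35.0 without chromosomes X and Y and 40.0 with thinned counts, so neither accounts for it. The levels of *Xist* given above part the same mice, so the difference cannot be told apart from the series of animals or from sex, whose effects on genes of other chromosomes remain when X and Y are left out.

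Lysosome genes were higher than in all control mice in 8 of the 8 mice of days 4 and 6, by 0.16 and 0.27 on the log2 scale (exact permutation p = 0.0286 each, adjusted 0.0975, the smallest value any of the 75 set tests gave), in line with an early rise before seizures. The cohort was not excluded as a cause, nor was the time since tamoxifen, which was shorter than in the day 8 controls. Immediate early genes lay above all controls in 3 of 4 day 13 mice, by 2.235, 1.55 and 2.857, and below in mouse D, at -0.5925, so the rise was not due to a single mouse, though the exact permutation p of the mean difference of 1.51 was 0.143. In edgeR's tests 7 of the 12 genes were higher on day 13 with an adjusted p under 0.05 and none lower. Reactive astrocyte genes on day 8 lay above all controls in 2 of 4 mice, at 1.207 and 1.821, with an exact permutation p of 0.4 for the mean difference of 0.65, and in edgeR's tests 1 of the 10 genes was higher with an adjusted p under 0.05 and none lower. RNA of thalamus or striatum could explain higher *Drd1* and *Cacna1g* on day 13, but the marker genes lay above all controls in 1 of 4 mice.

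Over 18256 genes with a mean CPM of at least 1, 34 were higher and 38 lower in all 20 Cre-positive mice than in all 4 controls, where 3.44 are expected by chance if the mice are exchangeable. Blood genes were lower than in all controls in 4 of 4 mice on day 4 (-0.7332), day 6 (-0.5992), day 13 (-0.7866) and under rapamycin (-0.5604), and microglia genes under rapamycin (-0.5774), each with an exact permutation p of 0.0286 and an adjusted value of 0.0975. This is not under 0.05, but 22 tests share the smallest p the design allows, so the adjustment does not speak against these changes. Day 8 mice share series with the controls, and in edgeR's tests 1 of the 5 blood genes was lower there (median log2 fold change -0.43). On day 4 it was 4 genes, on days 6 and 13 5 genes and under rapamycin 2. The cohort and the time since tamoxifen were not excluded as causes of these changes.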
